# Variation in the Large-Scale Organization of Gene Expression Levels in the Hippocampus Relates to Stable Epigenetic Variability in Behavior

**DOI:** 10.1371/journal.pone.0003344

**Published:** 2008-10-06

**Authors:** Mark D. Alter, Daniel B. Rubin, Keri Ramsey, Rebecca Halpern, Dietrich A. Stephan, L. F. Abbott, Rene Hen

## Abstract

**Background:**

Despite sharing the same genes, identical twins demonstrate substantial variability in behavioral traits and in their risk for disease. Epigenetic factors–DNA and chromatin modifications that affect levels of gene expression without affecting the DNA sequence–are thought to be important in establishing this variability. Epigenetically-mediated differences in the levels of gene expression that are associated with individual variability traditionally are thought to occur only in a gene-specific manner. We challenge this idea by exploring the large-scale organizational patterns of gene expression in an epigenetic model of behavioral variability.

**Methodology/Findings:**

To study the effects of epigenetic influences on behavioral variability, we examine gene expression in genetically identical mice. Using a novel approach to microarray analysis, we show that variability in the large-scale organization of gene expression levels, rather than differences in the expression levels of specific genes, is associated with individual differences in behavior. Specifically, increased activity in the open field is associated with increased variance of log-transformed measures of gene expression in the hippocampus, a brain region involved in open field activity. Early life experience that increases adult activity in the open field also similarly modifies the variance of gene expression levels. The same association of the variance of gene expression levels with behavioral variability is found with levels of gene expression in the hippocampus of genetically heterogeneous outbred populations of mice, suggesting that variation in the large-scale organization of gene expression levels may also be relevant to phenotypic differences in outbred populations such as humans. We find that the increased variance in gene expression levels is attributable to an increasing separation of several large, log-normally distributed families of gene expression levels. We also show that the presence of these multiple log-normal distributions of gene expression levels is a universal characteristic of gene expression in eurkaryotes. We use data from the MicroArray Quality Control Project (MAQC) to demonstrate that our method is robust and that it reliably detects biological differences in the large-scale organization of gene expression levels.

**Conclusions:**

Our results contrast with the traditional belief that epigenetic effects on gene expression occur only at the level of specific genes and suggest instead that the large-scale organization of gene expression levels provides important insights into the relationship of gene expression with behavioral variability. Understanding the epigenetic, genetic, and environmental factors that regulate the large-scale organization of gene expression levels, and how changes in this large-scale organization influences brain development and behavior will be a major future challenge in the field of behavioral genomics.

## Introduction

Although genetically identical twins in humans and other organisms are strikingly similar in appearance, they are paradoxically discordant for many important phenotypes and complex diseases [1], [2]. These differences are traditionally attributed to environmental factors even though studies of identical twins reared together or apart do not support this explanation [3], [4]. Increasing evidence points to the importance of epigenetic factors–DNA and chromatin modifications that affect the levels of gene expression without affecting DNA sequence–in the generation of these phenotypic differences. Experiments in genetically identical mice, for example, suggest the importance of epigenetic influences on individual variability in many phenotypic traits. Monozygotic twin mice (genetically identical mice that are generated from a single zygote by dividing the blastocyst at the 8-cell stage to produce 2 viable embryos) are significantly more alike for multiple complex traits than are dizygotic twin mice (genetically identical mice obtained from different zygotes) [5]. Subsequent work demonstrates that, in addition to the epigenetic differences that are present at the earliest stages of development, epigenetic differences also are affected by experience during critical periods of development. In rodents, for example, variations in maternal care during the early postnatal period produces modifications of chromatin and demethylation of DNA within offspring brains which in turn are associated with stable changes in gene expression, brain development, and behavior [6]. Thus, both inherited and environmental factors produce epigenetic modifications that, in turn, influence gene expression and phenotypic variation.

Attempts have been made to study patterns of gene expression that are associated with variability in behavior that is under epigenetic control. Microarray studies suggest that epigenetic factors can have extensive effects on levels of gene expression [7]. Traditional microarray analysis, however, is not well suited to the study of the large-scale organization of gene expression levels because traditional approaches to microarray analysis use normalization procedures that minimize global differences in gene expression so as to improve the detection of specific changes in gene expression levels that exceed a pre-specified threshold relative to the expression levels of other genes. More recently, a global approach to microarray analysis was used to study the large-scale organization of gene expression levels [8], [9]. We reasoned that a global microarray-based approach, in contrast to a traditional gene-centered one, might reveal changes in the large-scale organization of gene expression levels that are associated with epigenetic influences on phenotypic variability in genetically identical mice. Herein we show that variability in the large-scale organization of gene expression levels in the hippocampus in genetically identical mice is associated with individual differences in the activity of mice in the open field and that an early developmental intervention that modifies activity in the open field of adult mice also modifies their large-scale organization of gene expression levels. We also report similar findings in outbred mice that were selected for extremes of contextual fear suggesting that our findings may be relevant to outbred populations such as humans.

## Results

### Variance in log-transformed levels of gene expression is associated with activity in the open field within inbred mice

To examine epigenetic influences on the large-scale organization of gene expression levels, we studied the relationship of gene expression organization in the hippocampus with stable individual differences in activity in the open field in genetically identical mice. As an initial measure of gene expression organization we examined overall variance of log-transformed gene expression levels. Gene expression levels were log-transformed because gene expression levels do not follow a normal distribution. Gene expression levels are highly skewed such that a majority of genes are expressed at low levels while a relatively small number of highly expressed genes account for the majority of total gene expression. Variance of log-transformed gene expression levels is a measure of the spread of the data distribution. Increased variance indicates that there is a larger difference between gene expression levels of high and low expressed genes and reflects an increased range of gene expression. Our studies suggest that changes in the variance of log-transformed gene expression levels may have functional relevance.

Rodents are known to exhibit stable individual variability in behavior across the lifespan [10], [11]. To focus on individual variability that is associated with epigenetic factors, we used inbred mice (genetically identical) born on the same day and raised under identical conditions. Stability of activity in the open field was identified with repeated testing of mice in the open-field paradigm. A composite behavioral score (see methods) was used to highlight the stability of behavior. Animals separated by composite behavioral scores demonstrated significant differences in all open field measures (supplemental figure S1). Variance of log-transformed gene expression levels in the hippocampus, a region known to influence activity in the open field, of the top and bottom 25% of animals sorted by composite behavioral scores was significantly increased in more active mice (figure 1).

**Figure 1:**
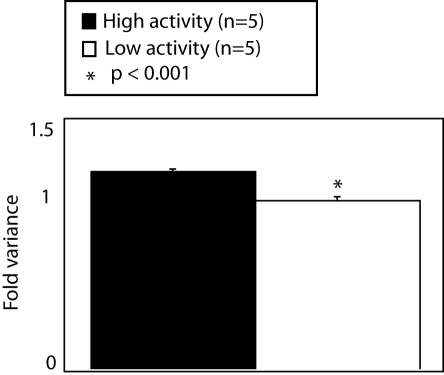
Variance of log-transformed gene expression levels in the hippocampus is associated with individual differences in activity in the open field. Gene expression was log-transformed to reduce normally distributed noise and because of a recognized skewing of gene expression data to low expression values. Variance of log-transformed gene expression levels was significantly increased in mice selected for stable high activity in the open field.

### Postnatal handling modifies adult activity in the open field and the large-scale organization of gene expression levels

Because the large-scale organization of gene expression levels was associated with phenotypic differences in activity in the open field, we predicted that a developmental intervention that modifies activity in the open field would lead to a change in the large-scale organization of gene expression levels. To test this hypothesis, we exposed newborn mice to postnatal handing, a well-described developmental intervention in rodents that, through epigenetic mechanisms, increases activity of adult rodents in the open field [12]. 

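The handling experiment compared 11 handled with 14 non-handled female Balb c/J mice, an inbred strain. Handled pups were taken from their mothers for 15 min every morning from postnatal day 1 to 14, and non-handled litters were left alone. Behavior was tested at 8 weeks of age, and 2 weeks later the CA1 region, the output field of the hippocampus, was dissected from each mouse. Total RNA was amplified in a double round, labeled and hybridized to 1 Affymetrix Mouse 430_2.0 array per mouse, all arrays in parallel. RNA from 7 handled and 10 non-handled mice was extracted with RNA/DNA columns, and RNA from 4 handled and 4 non-handled mice with Trizol. The sample labels give the extraction method by position in the series' list of samples, and the groups read from that list have the sizes that the series design states. The handled mice came from 5 litters and the non-handled mice from 6. Litter is not given for each mouse in the sources used here, so every p-value treats the mice as independent.

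The authors deposited MAS 5.0 signal, an intensity on a linear scale, for 45101 probe sets on each of the 25 arrays. MAS 5.0 scales each array by a single factor and does not equalize the distributions of different arrays. The mean signal per array was 786 ± 23.1 (SD, n = 11) in handled and 801 ± 47.9 (SD, n = 14) in non-handled mice, and the median signal was 104 ± 23.0 and 121 ± 20.8. Signals reached a common ceiling in 24 values from 13 probe sets. The correlation of log2 signal between pairs of arrays ran from 0.806 to 0.919, and no pair held identical values. Signals were natural-log transformed for the measures of large-scale organization and log2 transformed for single probe sets, with no further normalization. Extraction method was a term in the models over all mice, apart from alternatives fitted without it, and permutation tests reassigned handling only among mice with the same extraction. The number of arrays, with no repeat array of any mouse, limits the precision of each mean.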

As previously reported [12], postnatal handling significantly increased adult activity in the open field as measured by composite behavioral scores and individual measures of activity in the open field (supplemental figure S2). In the light-dark paradigm, we also found increased activity in the light compartment but no increase in overall activity (supplemental figure S3). Increased activity in the light compartment for handled mice suggests an increase in exploratory drive or a decreased fear of brightly lit areas. This pattern of behavior is often interpreted as a decrease in anxiety. We found that, in the CA1 region of the hippocampus, a region previously linked to the epigenetic effects of early life experience on the glucocorticoid receptor gene [13], the more active handled mice had a significant increase in the variance of log-transformed gene expression levels (figure 2). Strikingly, the change in the variance in log-transformed gene expression levels in handled mice was similar in direction and magnitude as when we compared high to low activity mice.

**Figure 2:**
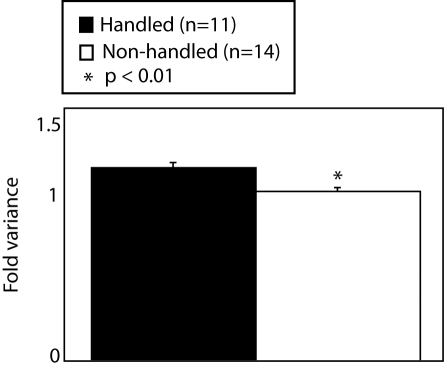
Variance of log-transformed gene expression levels in the CA1 of the hippocampus is affected by postnatal handling. Postnatal handling resulted in an increased variance of log-transformed gene expression levels in the same direction and magnitude as in high activity mice. Changes in gene expression organization were accompanied by increased activity in the open field (supplemental figure S2) and increased activity in the light compartment in the light-dark paradigm (supplemental figure S3).

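Measured signal in CA1 was spread more widely across probe sets in handled than in non-handled mice. A contribution of nonspecific signal to this spread stays open, and a trend along mouse numbers cannot be told apart from handling in general. The variance of natural-log-transformed signal across all probe sets was 3.80 ± 0.349 (SD, n = 11) in handled mice and 3.32 ± 0.300 (SD, n = 14) in non-handled mice. With extraction method held constant, variance was higher in handled mice by 0.510 (standard error 0.0957), a fold of 1.15 over the non-handled mean. The fold was 1.17 among mice with RNA from columns and 1.11 among mice with RNA from Trizol. In the column group, every handled mouse had a higher variance than every non-handled mouse, with handled mice from 3.82 upward and non-handled mice up to 3.76. In the Trizol group, handled mice lay between 3.19 and 3.71, and the highest non-handled mouse was at 3.18. A two-sided exact permutation test over all 1361360 reassignments of handling within extraction method gave p = 2.35e-05. Handling was given to whole litters, 5 handled and 6 non-handled, and the litter of each mouse is not known. The test treats mice as independent, so this p may be too small. The paper predicted a change because variance differed with open-field activity in mice that were not handled, and from the higher variance in handled mice it concludes that handling in early life affects how expression levels are organized on a large scale.

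**Figure D1:**
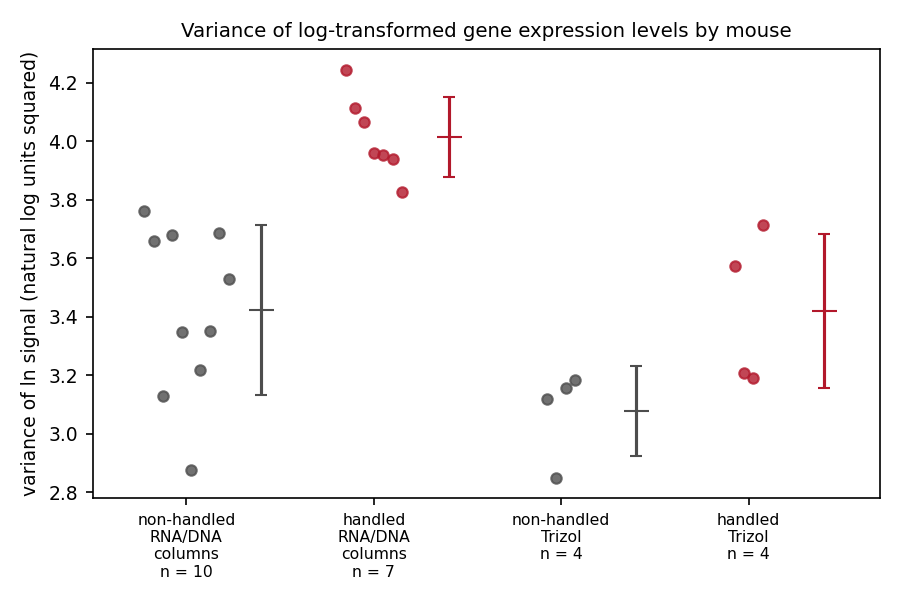
Variance of natural-log-transformed signal for each mouse (points), by handling and RNA extraction method, with the mean and SD of each group (bars). All handled mice of the column group lie above all non-handled mice of that group, 3.82 against 3.76 at the nearest.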

### Variance of log-transformed gene expression levels is associated with behavior in outbred mice

To further evaluate the robustness of our findings, we examined two publically available data sets from the Gene Expression Omnibus public repository. Because we found that the large-scale organization of gene expression levels in the hippocampus was associated with behavioral variability in our studies, we predicted that studies of gene expression in the hippocampus performed by others and available through the Gene Expression Omnibus public repository would exhibit a similar association of the large-scale organization of gene expression levels with behavioral variability. We searched for data sets that met the following criteria: 1) 430_2.0 mouse microarray platform, 2) conducted at a NIH Neuroscience Microarray Consortium site (arrayconsortium.tgen.org), 3) analysis of gene expression in the hippocampus, and 4) characterization of hippocampus-related behavior. These criteria assured that similar microarray techniques were used, that high quality control standards were met, that the brain regions remained constant, and that gene expression patterns could be compared to behavioral variability. Importantly, we have found that measurements of variance in log-transformed levels of gene expression are sensitive to both biological and technical factors (see below). Therefore, it is important when the large-scale organization of gene expression levels is examined that samples be processed in parallel, as is always done by microarray consortium sites. We found two data sets that met our criteria and were generated from a lab studying patterns of gene expression in genetically heterogeneous mice that were outbred and selected for extremes of contextual fear conditioning behavior, a well-studied hippocampus-related behavior [14], [15]. (see supplemental figure S4 for a schematic of breeding strategy).

In these studies, an anxious (DBA/2J or A/J) and non-anxious (C57BL/6J) strain of mouse were crossed and intercrossed to obtain F2 progeny. F2 progeny were selected on contextual fear. The top and bottom approximately 10% of offspring by contextual freezing scores were bred to generate the next generation. This was continued for 4–5 generations. Mice selected in this manner not only differed in contextual freezing, but in the case of the DBA/2J×C57BL/6J cross and short-term selection, mice also differed in the elevated plus maze and open field paradigms with low freezing mice displaying increased time in the center of the open field and open arms of the elevated plus maze [14]. The pattern of behavior in open field activity for low freezing mice was similar to the high activity and handled groups of mice in our experiments. For each data set, the authors looked at gene expression levels in the hippocampus and the amygdala of mice selected for high and low freezing. Mice used for microarray studies were not subjected to behavioral testing. The use of behaviorally naïve mice rules out the possibility that was not addressed in our experiments that effects of behavioral testing on levels of gene expression might account for differences in the large-scale organization of gene expression levels that we found between groups. Because the authors examined gene expression in both the hippocampus and the amygdala, we were also able to address the question of regional specificity of differences in the large-scale organization of gene expression levels that are associated with behavioral variability.

We found, as was predicted by the pattern of behavior in the open field, that low freezing mice had increased variance in log-transformed gene expression levels in the hippocampus (figure 3). Interestingly, when gene expression in the amygdala was examined, significant differences in the variance were not found suggesting that the association of gene expression organization with contextual freezing was limited to or at least more extensively affected in the hippocampus than in the amygdala. The results were similar in a second experiment performed by the same lab (supplemental figure S5). The authors of that study noted and we agree that one possible explanation for less pronounced effects on measured levels of gene expression in the amygdala is that the amygdala is a heterogeneous structure with multiple nuclei. Therefore, it is possible that the heterogeneity of the amygdala may have obscured a difference in the large-scale organization of gene expression levels.

**Figure 3:**
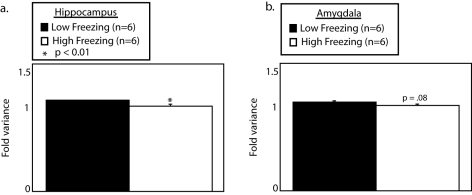
Variance of log-transformed gene expression levels in the hippocampus but not the amygdala is associated with contextual fear and present in genetically heterogeneous mice. Gene expression data was downloaded from the Gene Expression Omnibus public repository (GSE4034 & GSE4035 (supplemental figure S4)). Mice for these experiments were selected over multiple generations after an inter-strain cross of a high anxiety (DBA or A/J) and low anxiety (C57/B6) strain of mice. We found that variance of log-transformed gene expression levels in the hippocampus but not amygdala was significantly increased in low freezing mice. In this study low freezing mice were found to have increased activity in the open-field similar to high activity and handled mice [14].

### Increased variance is associated with an increased separation of 3 large log-normally distributed families of gene expression levels

To better understand the finding of increased variance of log-transformed gene expression levels in the hippocampus within more active mice, we took a closer look at the overall distribution pattern of gene expression levels. To our surprise, we found at the global level that gene expression levels were characterized by 3 log-normal distributions oriented from low to high expression levels (figure 4). This is consistent with reports that describe the existence of 3 abundance classes of mRNAs based on the dynamics of labeled cDNA-to-total mRNA hybridization, a global analysis technique used before microarray technology became available [16], [17]. 

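In each of the 25 mice, 3 normal curves were fitted by least squares to the histogram of the natural log of signal over the array's mean signal, in 50 bins. The low curve peaked at -2.64 ± 0.120 (SD, n = 11) in handled mice and -2.34 ± 0.147 (SD, n = 14) in non-handled mice. The middle curve peaked at -0.531 ± 0.112 and -0.385 ± 0.101, and the high curve at 0.740 ± 0.272 and 0.622 ± 0.197. The high curve had the largest share by area under the fitted curves, 67.2% of probe sets in handled and 66.4% in non-handled mice. The low curve held 14.3% and 14.7%, and the middle curve 18.5% and 18.9%. In tests that were not part of the design, none of these shares differed between the groups by more than the spread between mice (two-sided exact permutation tests within extraction method, p = 0.887, 0.947 and 0.917 for the low, middle and high curve). Natural-log signal spanned a range of 12.3 per array as a median over mice, from 11.5 to 13.0.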

Log-normal distributions arise in the presence of multiple, independent, and multiplicative forces. They are common throughout nature [18]. The presence of 3 log-normal distributions of gene expression levels, suggested that genes belonging to a given distribution would share regulatory mechanisms in common, and, therefore, might move together as a group relative to other distributions. We hypothesized that the independent movement of individual log-normal distributions of gene expression levels might be associated with changes in the variance of log-transformed gene expression levels that were associated with epigenetically mediated variability in activity of mice in the open field.

**Figure 4:**
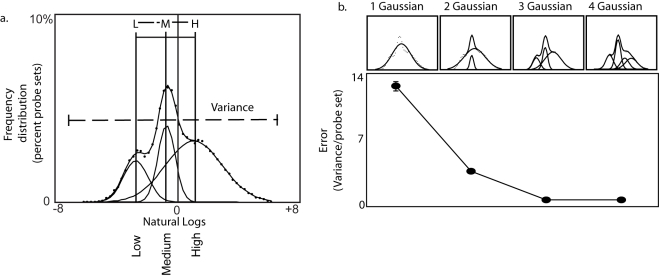
Global gene expression is described by three log-normal distributions. We found that the distribution log-transformed gene expression levels can be described by three log-normal curves. Three normal distributions were fit to log-transformed Affymetrix micro-array data that was processed and summarized using MAS 5.0. The fit error in all cases was minimal and could not be improved significantly by adding additional log-normal curves, whereas trying to fit data to one or two log-normal distributions significantly increased error. Matlab fitting algorithms perform well across a wide range of distribution patterns (supplemental figure S6).

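A single curve left the largest error in every mouse. With 2 curves, the residual sum of squares fell to a median of 27.6% of that of 1 curve, with mice from 20.2% to 62.7%. With 3 curves the median was 2.76%, from 0.853% to 6.51%, and with 4 curves it was 1.76%, from 0.618% to 3.99%. In percent of probe sets per bin, the root mean square error was 0.429, 0.223, 0.0664 and 0.0566 for 1 to 4 curves. These errors are descriptions of the fits over 25 mice and were not tested, and a fit with more curves cannot have a larger residual at its optimum. The standardization of the paper's fit error was not rebuilt. The residual of 3 curves rose to 14.2% when an offset of 36.3 signal units was added before the log.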

To examine the relative expression levels of different log-normal distributions we used curve fitting tools in Matlab to fit 3 normal distributions to log-transformed data. By back-transforming the distances between the peaks of log-normal distributions, we converted relative distances between peaks of log-normal distributions into linear fold differences in the average log expression levels of genes belonging to the gene expression family. We found in all cases where the variance was increased that this was accompanied by an increased separation of log-normal distributions of gene expression levels. 

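The curves of low, middle and high expression lay farther apart in handled mice. The variance between the peaks of the 3 fitted curves, weighted by their shares of probe sets, was higher by 0.373 in handled mice (standard error 0.109, 1.43 against 1.10, exact permutation p = 0.00145). This was the larger part of the rise of 0.547 in the variance of the 3 curves together (exact permutation p = 5.22e-05). The increase between the peaks was 0.371 when each curve's share of probe sets was held at its mean over mice (exact permutation p = 0.000121). All tests were two-sided and reassigned handling within extraction method, among 11 handled and 14 non-handled mice, and were not part of the design.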

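The widths of the individual curves changed less than their distances. The standard deviation of the low curve was 0.741 ± 0.0702 (SD, n = 11) in handled and 0.722 ± 0.0650 (SD, n = 14) in non-handled mice, a difference of 0.0262 that did not pass the test (exact permutation p = 0.177). For the middle curve the widths were 0.556 ± 0.0248 and 0.559 ± 0.0305, a difference of -0.00301 (exact permutation p = 0.795). The high curve was wider in handled mice, at 1.85 ± 0.0669 against 1.79 ± 0.0584, a rise of 0.0699 (standard error 0.0209, exact permutation p = 0.00320). With a mixture fit in place of least squares, the high curve was wider by 0.0353, which did not pass the test (exact permutation p = 0.0600), and the low curve by 0.0543, which passed (exact permutation p = 0.00630). Variance within the curves was higher by 0.174 in handled mice (standard error 0.0783, exact permutation p = 0.0403).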

The increased variance, thus, was not simply explained by a widening of individual distributions but was associated with independent relative changes in the average log expression levels of 3 large families of gene expression. The changes in the average levels of gene expression that were associated with an increased separation of log-normal distributions were not small. When referenced to the low expression family of gene expression, the high expression family of gene expression was up-regulated on average by greater than 1.5 fold in mice with high vs. low activity in the open field or mice that were handled vs. those that were raised under standard conditions (figure 5). 

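In handled mice, the peak of the high expression family stood 3.38 ± 0.246 natural logs (SD, n = 11) above the peak of the low expression family, against 2.96 ± 0.250 (SD, n = 14) in non-handled mice. With extraction method held constant, the distance was larger by 0.432 natural logs (standard error 0.0911), which is a fold of 1.54 (two-sided exact permutation test within extraction method, p = 8.08e-05). Among mice with RNA from columns, the fold was 1.66 (7 handled and 10 non-handled mice, exact permutation p = 0.00139). Among mice with RNA from Trizol it was 1.32 (4 against 4 mice, exact permutation p = 0.0286, the smallest p that these group sizes allow). Adding an offset of 36.3 to every signal before the log turned the direction, to a fold of 0.684. That offset is larger than 10.6, the geometric mean signal of the probe sets assigned to the low family by their mean over all arrays. No width of the low curve was fitted with the offset. The curves may then not be the same families, so this fold cannot decide whether the families moved apart.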

Interestingly, as was suggested by the measurement of variance in gene expression levels in high and low freezing mice, we only saw significant changes in the separation of log-normal gene expression distributions in the hippocampus and not in the amygdala. This suggests that global changes in the large-scale organization of gene expression levels that are associated with behavioral variability may be specific to certain brain regions and not to others.

**Figure 5:**
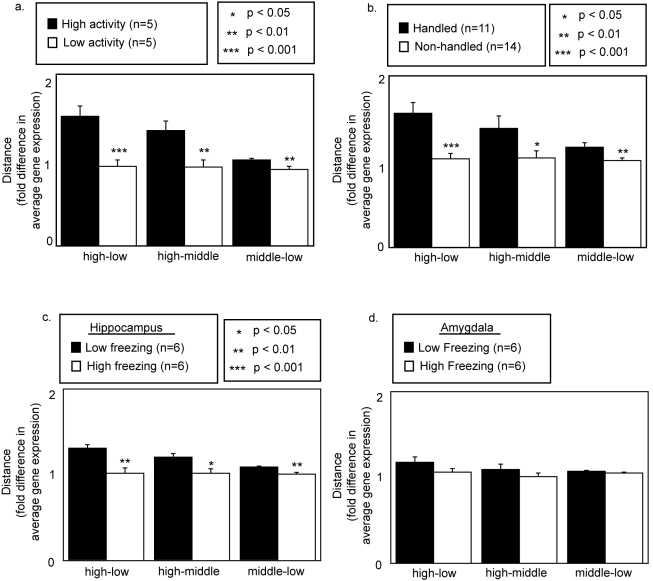
Increased variance in gene expression in more active mice relates to a moving apart of log-normal distributions. We find, in all cases where variance is increased, that a corresponding increase in the distance between log-normal distributions is present. The distance is measured between peaks in natural logs. We present the data normalized to the less active group of animals and converted into linear fold change of expression levels. For example, if the distance between the high and low expression groups of genes was 1 natural log greater in more active animals, then the difference would be the natural exponent taken to the power of 1 or 2.718. This would mean that when compared to the low expression group of genes that the high expression group of genes is up-regulated on average 2.718-fold. Significant differences in separation were found between the low and middle, middle and high, and high and low distributions in all cases. Importantly, significant differences in separation of distributions were found in the hippocampus but not in the amygdala between high and low freezing mice. This is consistent with the findings for the variance (figure 3).

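Each of the remaining pairs of expression families was also farther apart in handled mice. The high family stood 1.27 ± 0.354 natural logs above the middle family in handled mice (SD, n = 11) and 1.01 ± 0.283 in non-handled mice (SD, n = 14), a fold of 1.35 with extraction method held constant (exact permutation p = 0.00239). The middle family stood 2.11 above the low family in handled mice and 1.96 in non-handled mice, a fold of 1.14 (exact permutation p = 0.000134). With RNA from columns, the fold was 1.47 for high over middle (exact permutation p = 0.00797) and 1.13 for middle over low (exact permutation p = 0.00720). With RNA from Trizol, high over middle had a fold of 1.13 that did not pass the test (n = 4 and 4, exact permutation p = 0.143), and middle over low had a fold of 1.17 (exact permutation p = 0.0286). With the offset before the log, the folds over all mice were 0.718 for high over middle and 0.952 for middle over low. These folds have the same limit as the offset fold of high over low.

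**Figure D2:**
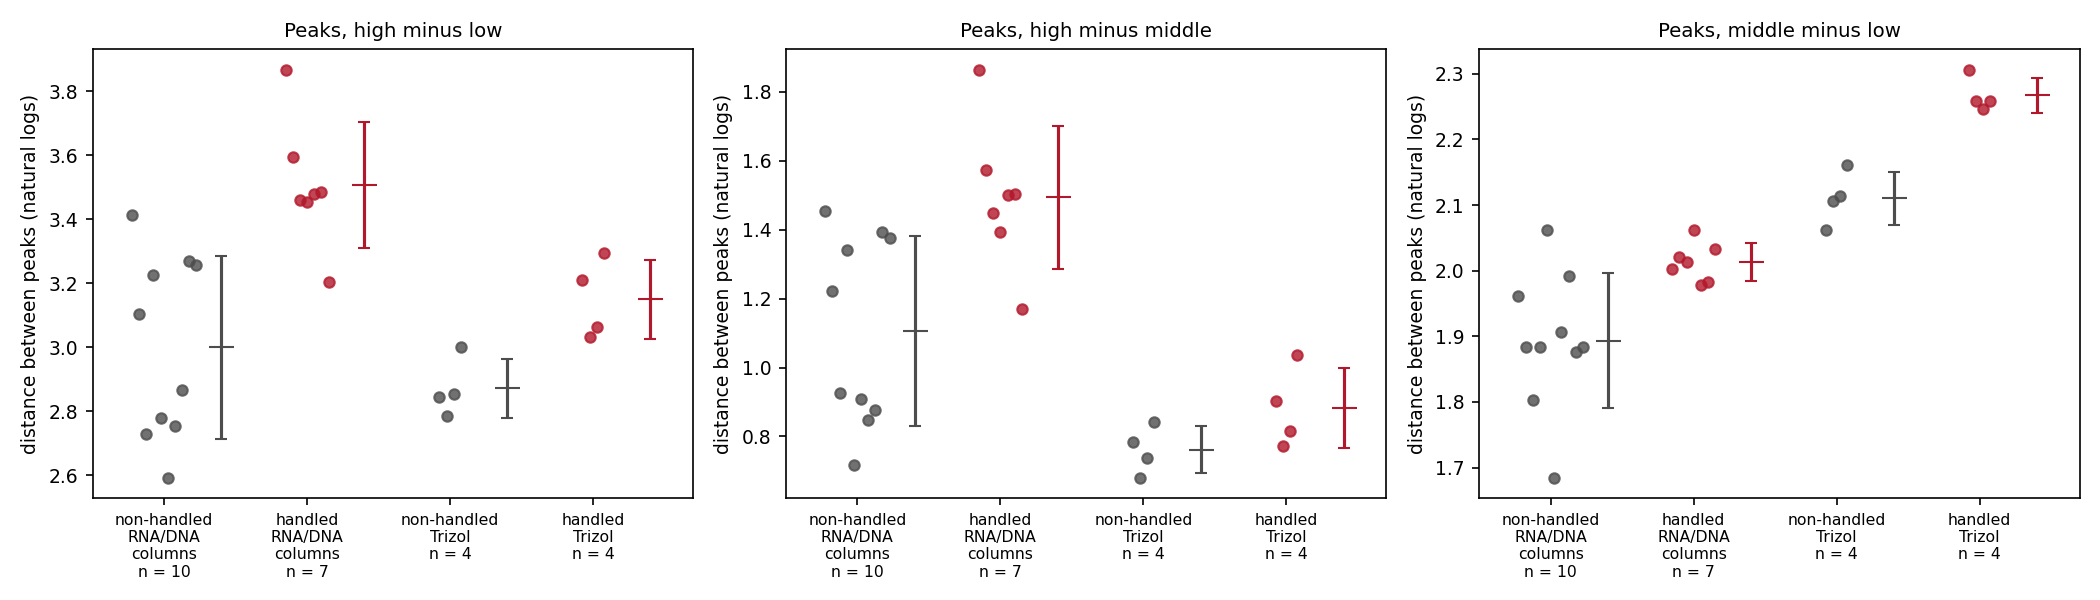
Distance between the peaks of the fitted curves in each mouse (points), in natural logs, for high over low, high over middle and middle over low, by handling and RNA extraction method. Bars give the mean and SD of each group.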

### The presence of multiple log-normally distributed gene expression families is a universal feature of eukaryotic gene expression

A previous study of the large-scale organization of gene expression levels identified power-law like behavior as a universal feature of gene expression levels as measured by microarrays or serial analysis of gene expression (SAGE) [8]. Hundreds of data sets from S. Cerevisiae to humans were examined. A power law distribution occurs when the probability that a measurement will have a level, k, is proportional to *k* ^−*r*^, where ‘−r’ is a constant that represents the slope of the power law distribution in the log-log scale. The referenced study of gene expression reported power law-like behavior with an ‘r’ in the range of 1.5 to 2 [8]. Distributions are described as power law-like, instead of following a true power law, because at very high levels, the power law does not apply and the probability becomes spread out into a “fat tail.” Power law-like behavior is common in nature. Using published methods, we found that our data also was power law-like with an ‘r’ in the range of 1.7 to 2. This indicated that our findings were consistent with previous reports on the large-scale organization of gene expression levels, i.e., data that could be described by 3 log normal distributions also appeared power law-like. 

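A power of the signal was fitted to the upper part of the distribution in every mouse, and whether the fall follows a power law was not tested. The exponent was 1.71 as a median over the 25 mice, from 1.58 to 1.88. It was taken as the slope of the natural log of probability density on the natural log of signal over the array mean, in 50 bins, from the mode of the density above the array's median signal up to the last bin with at least 10 probe sets. In a test that was added after the data were seen, handled mice had a flatter slope, with an exponent of 1.69 ± 0.0923 (SD, n = 11) against 1.74 ± 0.0816 (SD, n = 14) in non-handled mice (difference -0.0609, exact permutation p = 0.00224). The start of this fit followed each array's median, from -2.18 in H108 to -1.44 in NH144 in natural logs of signal over the mean. The fits thus covered different ranges, and a difference in slope cannot be told apart here from a difference in fitted range. The paper refers to published methods and its text gives no bins or fitted range, so these were chosen here. Fitted from the array mean upward, the median exponent was 1.98, and the groups did not differ past the threshold, with means of 1.96 in handled and 1.97 in non-handled mice (difference -0.0228, exact permutation p = 0.279). The difference was -0.0626 with 25 bins (exact permutation p = 0.00918), -0.0530 with 100 bins (exact permutation p = 0.000940) and -0.0145 by maximum likelihood (exact permutation p = 0.000468).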

Because power law-like behavior is universal for gene expression levels measured by microarrays including examination our data, we hypothesized that the finding that the distributions of gene expression levels could be described by multiple log-normal distributions might also be universal. We obtained gene expression data sets from the Gene Expression Omnibus public repository. Data sets from S. Cerevisiae (GSE4135), C. Elegans (GSE8004), and humans (GSE8853) were examined. As predicted, we found that the distribution of log-transformed gene expression levels was described by 3-log-normal distributions in all species examined (figure 6).

**Figure 6:**
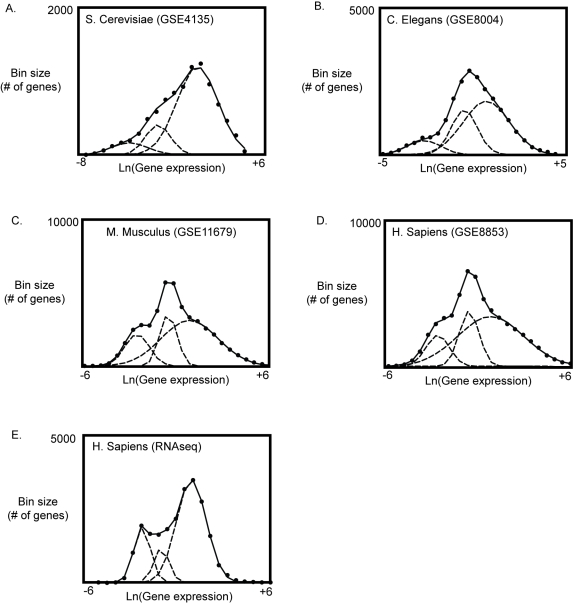
The presence of 3 log-normal gene expression distributions is a universal feature of gene expression in eukaryots. Data sets from S. cerviciae (GSE4135), C. elegans (GSE8004), and humans (GSE8853) were examined. The distribution of log-transformed gene expression levels was described by 3-log-normal distributions in all species examined (A–D). A human sample was examined with RNAseq. Approximately 23 thousand unique tags produced 17 million sequences. The distribution of log-transformed sequence tag counts was fit by 3-log normal distributions (E).

We confirmed the finding of multiple log-normal distributions of gene expression in humans with a data set from an RNAseq analysis (data was provided by TGen; high throughput sequencing was performed by Agencourt Bioscience Corporation, Beverly, MA). RNAseq uses high throughput sequencing to sequence an entire gene expression library. Unique tags are counted to obtain an expression level based on the number of counts. Because RNAseq directly counts the number of sequences, technical artifacts from differences in probe hybridization will not be present. The analyzed data set included approximately 17 million sequences for approximately 23 thousand unique tags. Only tags with greater than 10 sequences were used for the analysis. The distribution of gene expression data from RNAseq of a human sample had many similarities to the distribution patterns of gene expression levels as measured by Affymetrix microarrays. In both cases, distributions of gene expression levels were fit well with 3 log-normal distributions. The distributions of gene expression levels covered a similar range of gene expression levels with a range of approximately 10 natural logs for RNAseq and 11 natural logs for Affymetrix microarrays. Differences were also present. Most notably, the middle expression distribution was smaller in the RNAseq data set (figure 7). As more experiments are done with RNAseq, a clearer picture of the large-scale organization of gene expression levels may become apparent. Future experiments using RNAseq on samples like ours would provide added support for our findings with an independent method.

**Figure 7:**
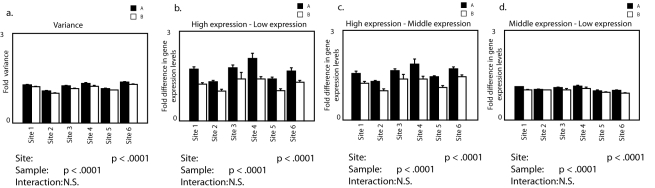
Global differences in gene expression patterns are robustly detected at multiple testing sites. To validate our approach to microarray analysis, we analyzed an independent publicly available dataset from the MicroArray Quality Control Project. Here two commercially available samples (Sample A = Stratagene Universal Human Reference RNA (UHRR, Catalog #740000), Sample B = Ambion Human Brain Reference RNA (HBRR, Catalog #6050)) were sent to six independent testing sites that ran 5 technical replicates for each sample. At all testing sites sample A had a greater variance of log-transformed gene expression levels than sample B. In all cases this was accompanied by a moving apart of gene expression distributions. A strongly significant effect of testing site on all measurements was also present. The effects of sample and site did not interact.

### Measurement of the variance in log-transformed gene expression levels reliably detects biological differences between samples

It is well recognized that hybridization conditions can affect the measurement of gene expression levels by microarrays. To determine if our method is also sensitive to the effects of hybridization conditions and whether our method can reproducibly detect biological differences in the variance in log-transformed gene expression levels across multiple experiments, we used data from the Microarray Quality Control Project (MAQC). Here two commercially available samples (Sample A = Stratagene Universal Human Reference RNA (UHRR, Catalog #740000), Sample B = Ambion Human Brain Reference RNA (HBRR, Catalog #6050)) were sent to six independent testing sites that ran 5 technical replicates on each sample. Using our approach we detected significant differences always in the same direction in the large-scale organization of gene expression levels between sample A and B at all testing sites (supplemental figure S6). Specifically, sample A always had a higher variance in log-transformed gene expression levels. This was always accompanied by an increased separation of log-normal distributions of gene expression levels. Importantly, we found independent statistical main effects on the large-scale organization of gene expression levels for biological factors associated with the sample and technical factors associated with the testing site with no statistical interaction (figure 7). This emphasizes the importance of hybridizing all samples together when microarrays are used to look for biological differences in the large-scale organization of gene expression levels. The importance of parallel processing of samples was also suggested by our finding that technical factors associated with the method of RNA processing affected the measurement of the large-scale organization of gene expression levels. In the handling experiment, we switched our method of RNA extraction from using Trizol to Qiagen RNA/DNA columns in order to have DNA for future bisulfite sequencing. All microarrays were hybridized together. Despite simultaneous hybridization there was a statistically significant effect of the RNA processing method (not shown). We found increased variance in log-transformed gene expression levels in samples that were processed with RNA/DNA columns compared to samples processed with Trizol (Handling: p<.0001, RNA processing: p<.0001, interaction: non-significant). Nonetheless, even in the presence of an effect of RNA processing method, we found significant effects related to biological factors associated with postnatal handling using either method and a statistical main effect of handling for the entire sample together (figures 2 and 5). 

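Variance was higher in CA1 samples extracted with RNA/DNA columns, at 3.67 (n = 17), than in samples extracted with Trizol, at 3.25 ± 0.271 (SD, n = 8). With handling held constant, the difference was 0.463 (standard error 0.102), a fold of 1.14. A two-sided exact permutation test over the 330330 reassignments of extraction method within handled and within non-handled mice gave p = 0.000248. The middle and high families moved apart most with columns, by 0.471 natural logs (exact permutation p = 0.000142). The distance of high over low rose by a fold of 1.27 (exact permutation p = 0.0237), and the middle family moved closer to the low family, with a fold of 0.791 (exact permutation p = 6.05e-06). At single probe sets, 17930 of 45037 differed between columns and Trizol at an adjusted p under 0.05 from limma, 7430 higher and 10500 lower with columns. This balance turned after quantile normalization, with 10763 higher and 8093 lower. It also turned with each array scaled to the same mean and variance, with 10769 higher and 7873 lower. The control probe sets at the 3' and 5' ends of Gapdh, a glycolytic enzyme used as a measure of RNA integrity, differed less with columns than with Trizol (natural log of the ratio 0.893 against 1.19, exact permutation p = 3.94e-05), and the ratio for Actb, beta-actin, did not differ beyond the spread between mice (1.28 and 1.28, exact permutation p = 0.921). With both ratios as covariates, the fold of variance between extraction methods was 1.11 and no longer passed the test (permutation p = 0.0524).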

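Among mice with RNA from columns, variance was 4.01 ± 0.138 (SD, n = 7) in handled and 3.42 ± 0.290 (SD, n = 10) in non-handled mice (two-sided exact permutation test, p = 0.000257). Among mice with RNA from Trizol it was 3.42 ± 0.264 (SD, n = 4) in handled and 3.08 ± 0.154 (SD, n = 4) in non-handled mice. Every handled Trizol mouse was above every non-handled one, which gives the smallest p that 4 mice against 4 allow (exact permutation test, p = 0.0286). The handled mice of the Trizol group fell into a higher pair, H131 at 3.71 and H113 at 3.57, and a lower pair, H126 at 3.21 and H130 at 3.19. The non-handled Trizol mice were NH147 at 3.18, NH146 at 3.16, NH138 at 3.12 and NH144 at 2.85. The Trizol fold was 1.08 without H131, 1.12 without NH138, 1.08 without NH144, 1.12 without NH146 and 1.12 without NH147, and in none of these cases did it pass the test (exact permutation p from 0.0571 to 0.171).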

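The rise in variance with handling was larger by 0.247 (standard error 0.202) with RNA/DNA columns than with Trizol, a difference that did not pass the test (permutation of residuals, p = 0.235). For the distances between families, the difference between the handling effects with columns and with Trizol was 0.229 natural logs for high over low (permutation p = 0.247), 0.266 for high over middle (permutation p = 0.173) and -0.0371 for middle over low (permutation p = 0.564). With 4 handled and 4 non-handled mice in the Trizol group, the standard errors of these differences were 0.192, 0.188 and 0.0616. At single probe sets, an interaction of handling and extraction method passed an adjusted p under 0.05 from limma at 23 of 45037, of which 22 had a more negative handling effect with columns. This count ran from 7 (without H130) to 61 (without H113) with 1 mouse left out, and was 3 without a trended prior.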

There was no statistical interaction of RNA processing method with postnatal handling on the large-scale organization of gene expression levels. These results indicate, as is true for traditional methods of microarray analysis, that processing samples together and in an identical manner at all levels is likely to improve the detection of biological differences in the organization of gene expression levels.

## Discussion

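In CA1 of handled mice, single genes also differed from non-handled mice. Atf2, a transcription factor that binds cAMP response elements, rose by 0.91 on the log2 scale (standard error 0.16, adjusted p = 0.000270 from limma), and Cpeb4, which binds cytoplasmic polyadenylation elements, rose by 1.03 (standard error 0.26, adjusted p = 0.0105). A further probe set of each of these genes was also higher past the threshold. The largest differences were falls of single probe sets. The probe set named for Pik3cd, a catalytic subunit of phosphoinositide 3-kinase, changed by -4.10 (standard error 0.39, adjusted p = 4.08e-08), and that for Fen1, a nuclease of DNA replication and repair, by -3.91 (standard error 0.42, adjusted p = 2.56e-07). The other probe set of each gene in the upper 50% of mean signal did not share the fall, at 0.38 for Pik3cd and 0.32 for Fen1. A probe set of Polr3k, a subunit of RNA polymerase III, changed by 1.68 (standard error 0.30, adjusted p = 0.000378), and none of the other probe sets of Polr3k was called. The change of this probe set was 2.16 with columns and 0.70 with Trizol, where H113 (10.56) and H126 (9.47) lay above the non-handled mice (7.49 to 8.20) and H130 (6.85) and H131 (7.09) below them. Of 45037 probe sets, 1614 were higher and 3571 lower in handled mice at an adjusted p under 0.05 with extraction method as a term, 5185 together, and 12561 had an unadjusted p under 0.05. With 1 probe set per gene, 814 of 18194 genes were higher and 1764 lower. The 17 mice with RNA from columns gave 5408 probe sets by themselves. The 8 mice with RNA from Trizol gave none with limma, with 2870 at an unadjusted p under 0.05. Over all mice, the excess of falls was smaller after quantile normalization, with 1316 probe sets higher and 1594 lower. It was also smaller with each array scaled to the same mean and variance, with 1719 higher and 1850 lower.

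The remaining probe sets among the 10 largest falls were those named for Cryl1, a crystallin-related dehydrogenase, at -3.64, Commd5, a COMM domain protein, at -3.45, E2f5, a cell cycle transcription factor, at -3.39, and Ss18l1, a calcium-responsive transcriptional activator of neurons, at -3.20. Supt20, a subunit of the SAGA histone acetyltransferase complex, was at -2.92, Sema6c, a transmembrane semaphorin, at -2.89, Ppp1r13l, an inhibitor of p53, at -2.86, and the uncharacterized 1700003E16Rik at -2.86. Their adjusted p ran from 3.85e-08 to 0.000151. For 8 of these 10 genes, 11 other probe sets lay in the upper 50% of mean signal, and 1 of them, for Ppp1r13l, was lower past the threshold (-0.54). The change of the Pik3cd probe set was -5.35 with columns and -1.53 with Trizol, where H113 was at a log2 signal of 10.61, within the range of the handled column mice, the other handled mice between 13.55 and 14.14, and the non-handled mice at a mean of 14.57. The Trizol change of the Fen1 probe set was -1.31, with H113 at 10.35 and the other handled mice from 13.76 to 14.35, against a non-handled mean of 14.45. That of Ppp1r13l was -0.36, with H113 at 6.20 and the other handled mice from 9.63 to 10.26, against a non-handled mean of 9.42. In non-handled mice, 4 values of the Pik3cd probe set and 4 of the Fen1 probe set were at the common ceiling of the signal, so higher signals in these mice could not be read. The falls given for these probe sets over all mice and with columns are therefore lower limits of their size. The remaining genes among the 10 largest rises were Rbm25, a splicing regulator, at 1.14, Uxs1, which makes UDP-xylose, at 1.13, Fads3, of the fatty acid desaturase family, at 1.12, and Ets2, a transcription factor, at 1.11. Rngtt, the mRNA capping enzyme, rose by 1.10, Stt3b, a catalytic subunit of oligosaccharyltransferase, by 1.06, and Gdpd2, a glycerophosphodiester phosphodiesterase, by 0.91. Their adjusted p ran from 0.0196 to 0.0424. With columns and with Trizol, the changes were 1.66 and 0.08 for Rbm25, 1.62 and 0.14 for Uxs1, and 1.54 and 0.20 for Rngtt. They were 1.39 and 0.39 for Stt3b and 1.35 and 0.61 for Ets2. Fads3 (0.90 and 1.58) and Gdpd2 (0.87 and 0.99) had the larger change with Trizol. None of these differences between extraction methods passed the threshold (interaction, adjusted p from 0.619 to 0.984 from limma). Other probe sets of Rbm25 and Stt3b were also higher past the threshold. With the 3' to 5' ratios of Gapdh and Actb as covariates, Rbm25 (1.21), Uxs1 (1.02), Fads3 (0.92), Ets2 (1.21), Rngtt (1.03), Stt3b (0.72) and Gdpd2 (0.92) no longer passed the threshold (standard errors from 0.24 to 0.42, against 0.29 to 0.37 before), and leaving out 1 mouse ended the calls of Rbm25, Fads3, Ets2, Rngtt and Gdpd2 for at least 2 choices of mouse each. Relative to the median change of all probe sets, -0.15, the 10 falls ran from -3.95 to -2.71 and the 10 rises from 1.05 to 1.83.

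Nr3c1, the glucocorticoid receptor gene of the earlier work on early life experience, was measured by 6 probe sets, and none passed an adjusted p under 0.05. Its brightest probe set had a log2 change of 0.23 (standard error 0.08, unadjusted p = 0.00755, adjusted p = 0.0588 from limma). Of the 6, 4 had a positive change. The brightest one passed the threshold without any of the mice H123, H126, NH142 and NH146, with changes of 0.26, 0.24, 0.26 and 0.27.

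**Figure D3:**
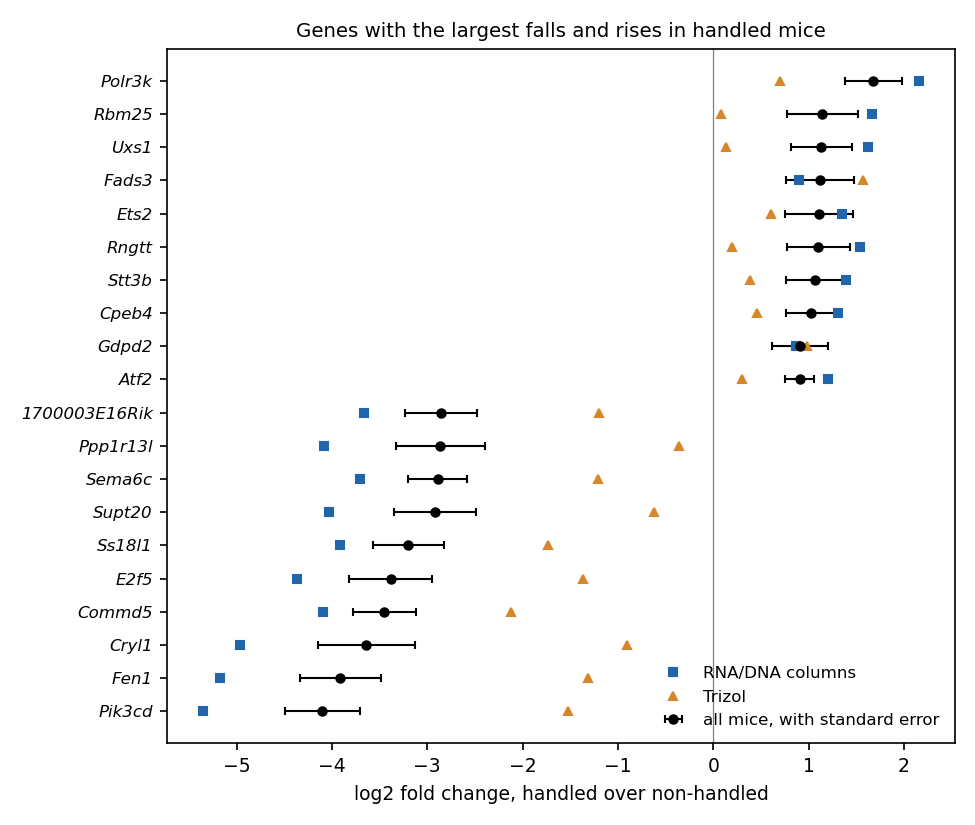
Log2 fold change in handled over non-handled mice for the probe sets named for 10 genes with the largest falls and 10 with the largest rises (dots, with standard error), and within mice with RNA from columns (squares) and from Trizol (triangles). The probe sets of Pik3cd and Fen1 have the largest falls, at -4.10 and -3.91, which the other probe set of each gene in the upper 50% of mean signal does not share, and that of Polr3k the largest rise, at 1.68. The falls of Pik3cd and Fen1 are lower limits of their size, because some non-handled values were at the signal ceiling.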

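Neurotransmitter receptor genes were among those higher in handled mice. Of 19 glutamate receptor genes, 6 rose, 1 fell and 12 did not pass the test (9 higher and 1 lower when adjusted over the list alone). Grm5, a metabotropic receptor, stood 0.56 above the median change of all probe sets on the log2 scale, and the AMPA receptor subunits Gria2 and Gria3 stood 0.49 above it, each with an adjusted p of 0.0219 or less from limma. Grik5, a kainate receptor subunit, fell, with a change of -0.30 relative to that median (adjusted p = 0.00454). The deposited changes were 0.41 for Grm5, 0.35 for Gria2, 0.34 for Gria3 and -0.45 for Grik5. The median of all probe sets was -0.15, but medians rose from -0.54 in the lowest decile of mean signal to 0.06 in the highest. Against probe sets of like signal, rises of bright genes are therefore smaller than these relative values, and falls larger. For dim genes the reverse holds. Of 9 subunits of the GABA-A receptor, the main inhibitory receptor of the brain, 4 rose, none fell and 5 did not pass (5 higher when adjusted over the list alone). Relative to the median of all probe sets, Gabra3 was at 0.54, Gabrb2 at 0.48, Gabra4 at 0.41 and Gabra5 at 0.38, with adjusted p from 0.0128 to 0.0419. Among 13 oligodendrocyte genes, Fa2h, which hydroxylates fatty acids of myelin lipids, and Ermn, a protein of myelinating cells, rose, at 0.90 and 0.50 relative to the median, and 11 genes did not pass (4 higher when adjusted over the list alone). The log2 change of Fa2h was 1.08 with columns and 0.06 with Trizol (interaction, adjusted p = 0.00815). Ugt8a and Mal, also of the myelin sheath, had relative changes of 0.34 and 0.38 that did not pass (adjusted p = 0.0784 and 0.0857).

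Of 27 gene lists, camera with its preset correlation called these 3, all higher: glutamate receptors (adjusted p = 0.00145, and adjusted p = 0.0402 with an estimated correlation), GABA-A receptor subunits (adjusted p = 0.00354, and adjusted p = 0.107 with an estimated correlation) and oligodendrocyte genes (adjusted p = 0.0121, and adjusted p = 0.663 with an estimated correlation). With each array scaled to the same mean and variance, only the glutamate receptors were still called of the 3 (adjusted p = 0.0156, against 0.246 and 0.307). With the mean of all probe sets of a gene, only the oligodendrocyte genes were (adjusted p = 0.0499, against 0.0698 and 0.553 for glutamate and GABA-A receptors). Of 100 splits of the mice, the real one included, 49 called at least 3 lists. A further probe set of Gabrb2 was lower past the threshold (-1.06), and after quantile normalization the log2 changes of Gabra3 (0.39 before, 0.36 after), Gabra4 (0.26, 0.21), Gabra5 (0.23, 0.19) and Gria3 (0.34, 0.26) stayed positive and no longer passed the threshold (standard errors from 0.0740 to 0.123). With each array scaled to the same mean and variance, Gabrb2 (0.34 before, 0.19 after), Gabra4 (0.17 after), Gabra5 (0.0879 after), Gria2 (0.35, 0.11) and Gria3 (0.22 after) did not pass (standard errors after scaling from 0.0783 to 0.103). Leaving out 1 mouse ended the calls of Gabra3 and Gabra5 for 7 and 13 choices of mouse.

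Single genes of each signaling and chromatin list passed the test, and most members of each list did not. Among 11 serotonin receptor genes, Htr1b rose, at 0.61 relative to the median of all probe sets (adjusted p = 0.0129 from limma), while another probe set of Htr1b was lower past the threshold, and Htr1f had a relative change of 0.86 that did not pass (adjusted p = 0.119). No serotonin receptor gene fell, and 1 was higher when adjusted over the list alone. Of 19 genes of synaptic vesicles and the postsynaptic density, 2 rose and 3 fell (3 and 4 when adjusted over the list alone), among them Nlgn1, a postsynaptic adhesion molecule, at 0.57 relative to the median, and Nrgn, a calmodulin-binding postsynaptic protein, at -0.48. Of 16 genes of the glucocorticoid and stress axis, none rose and 2 fell, namely Adcyap1, the neuropeptide PACAP, at -0.88 relative to the median and Avpr1a, a vasopressin receptor, at -0.77 (1 higher and 2 lower when adjusted over the list alone). After quantile normalization their log2 changes went from -1.03 to -0.74 (standard error 0.30 in both) and from -0.92 to -0.64 (standard errors 0.27 and 0.26) and no longer passed the threshold, and Avpr1a did not pass without mouse H108. Of 10 genes of neurotrophins and the CREB pathway, none rose and Atf4 and Crtc1, a transcription factor and a CREB coactivator, fell, at -0.36 and -0.23 relative to the median (0 and 2 when adjusted over the list alone). The deposited log2 changes were -0.51 for Atf4 and -0.37 for Crtc1. Values relative to the median have the same limit here as for the glutamate receptor genes. Of 20 immediate early genes, which neuronal activity induces, none rose and Jund and Egr4 fell, at -0.58 and -1.20 relative to the median (0 and 2 when adjusted over the list alone). Of 36 enzymes and binding proteins of chromatin and DNA methylation, 2 rose and 3 fell (4 and 5 when adjusted over the list alone), and the histone deacetylases Hdac11 and Hdac7 were at -2.04 and -0.38 relative to the median. Another probe set of Hdac11 did not pass, and the log2 change of Hdac7 went from -0.53 (standard error 0.14) to -0.40 (standard error 0.15) after quantile normalization and no longer passed the threshold. None of these 6 lists was called by camera over all mice (adjusted p from 0.378 to 0.876), and the immediate early genes were called lower in Trizol only (adjusted p = 0.00943) and turned in columns only (adjusted p = 0.532), with adjusted p = 0.933 over all mice with an estimated correlation.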

We found in multiple microarray experiments that differences in the large-scale organization of gene expression levels in the hippocampus, rather than specific differences in gene expression levels, were associated with individual variability in hippocampus-related behaviors. We implicated epigenetically mediated effects on the large-scale organization of gene expression levels by doing experiments in genetically identical mice and by using an early developmental intervention that modifies epigenetic factors and adult mouse behavior [19], [20] to elicit changes in the large-scale organization of gene expression levels. We showed that even in outbred populations of mice that were selected for extremes of behavior, where presumably genetic effects would be operating, that the large-scale organization of gene expression levels continued to be associated with behavioral variability. This suggests that a similar association of the large-scale organization of gene expression levels with behavioral variability may be present in outbred populations such as humans and that there may be interactions between genetic and epigenetic factors in the regulation of the large-scale organization of gene expression levels. Using the Microarray Quality Control (MAQC) data set, we demonstrated that our method reliably detects biologically mediated differences in the large-scale organization of gene expression levels, but that it is also sensitive to technical factors such as hybridization batch and RNA processing method. Finally, we demonstrated that changes in the variance in log-transformed gene expression levels can be explained by the degree of separation of 3 large log-normally distributed gene expression families and that the presence of these log-normally distributed families is a universal characteristic of gene expression in eukaryotes.

Though, our results are surprising, many lines of evidence make global epigenetically mediated changes in gene expression a plausible mechanism underlying individual variability in behavior. Differences in gene expression levels and behavior that are influenced by early life experience are associated with epigenetic modifications that are reversed along with changes in behavior and gene expression through treatment with histone deacetylase inhibitors [7]. Specifically, rats that receive low levels of maternal care as pups and are less active in the open field as adults become indistinguishable from rats that receive high levels of maternal care when they are treated with with histone deacetylase inhibitors [7]. Histone deacetylase inhibitors are general inhibitors of chromatin remodeling enzymes. Global changes in chromatin remodeling, in turn, are shown to have extensive effects on gene expression in multiple contexts [21]–[23]. Histone deacetylase inhibitors have also been found to increase synaptogenesis, improve learning, and even to stimulate recovery of lost memories in a mouse model of Alzheimer disease [24]–[27]. Taken together evidence points towards the potential role of epigenetic effects on the large-scale organization of gene expression levels in establishing neuronal properties and behavior.

Our results appear to conflict with reports that suggest that the effects of epigenetic interventions on gene expression act only at the level of specific genes [19], [28]–[32]. Specific differences in gene expression, however, are identified after normalizing for global differences in the level of gene expression, thus, global differences may not be visualized in these analyses. We believe that specific differences in gene expression that are noted by others may represent genes that are most affected by changes in the large-scale organization of gene expression levels. In our model, log-normal distributions of gene expression levels represent groups of genes that respond in a similar manner to factors that regulate the large-scale organization of gene expression levels. Within these groups of genes, we predict there will be specific genes that may be primed to respond preferentially to changes in the factors that influence the large-scale organization of gene expression levels. It is these sensitive genes that would be most likely to be identified when attempts are made to find specific differences in gene expression levels. Future work is necessary to determine the relative contributions of specific gene expression levels versus global gene expression organization to the effects of epigenetic interventions on cell function, behavior, and pathology.

A further shortcoming of our study is the use by microarrays of probe hybridization as a measure of gene expression. Hybridization conditions are known to affect the measurement of specific gene expression levels and we found that there are also effects of hybridization on the measurement of the large-scale organization of gene expression levels. Despite the presence of effects of hybridization, we also showed using the MAQC data set that biologically related differences in the large-scale organization of gene expression levels are consistently and reproducibly detected. Similarly we found even in the presence of technical effects of RNA processing method that biologically related differences in the large-scale organization of gene expression levels associated with postnatal handling were detected using either method of RNA processing. A potentially less technically sensitive measurement of the large-scale organization of gene expression levels is theoretically possible with the emerging technology of RNAseq [33] in which high throughput sequencing allows the sequencing and counting of all mRNA species within a sample. We used RNAseq to confirm the presence of 3 log-normal distributions of gene expression in a human sample.

Our measurement of the large-scale organization of gene expression levels is associated with biological differences between the brains of animals separated by behavior or by postnatal experience, nonetheless, it is possible that a biological property of the brains influences the microarray measurement of gene expression levels but does not influence actual gene expression levels. We do not believe that this is the case. If differences in gene expression levels were associated with biological effects on measurement by microarray and not to actual differences in gene expression levels, then microarrays would not successfully detect gene expression changes that are confirmed by other methods such as *in situ* hybridization and real-time PCR. Supporting this, the research group studying high/low freezing mice used real-time PCR to validate 6 candidate genes in their study [14]. This indicates that traditional gene-specific approaches to microarray analysis need not exclude examination of the large-scale organization of gene expression levels and that the two approaches are likely to compliment each other in the understanding of gene expression correlates of biological processes.

Our experiments suggest substantial variability in the large-scale organization of gene expression levels within the hippocampus. For instance when the low expression group of genes is used as a reference, the expression levels of high expression genes within handled or high activity mice were increased on average by greater than 1.5-fold. The increase in the expression level of genes in the high expression group relative to genes in the low expression group suggests a differential allocation in resources for gene expression. This is seen as a skewing of gene expression resources in more active mice towards high expression genes and away from low expression genes. These large-scale differences may not be readily detected when gene expression is normalized to overall signal on a microarray or examined by real-time PCR because, in both cases, normalization is relative to gene expression within the group of high expression genes. It must be noted that the true expression level differences between groups of genes may be greater or less than those determined by microarrays. This is because, as previously discussed, microarrays use hybridization signal to estimate relative expression levels and do not directly count the number of mRNAs present. 

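Signal moved away from the low expression probe sets in handled mice. The lower 50% of probe sets, ranked within each array, held 2.49% of the summed signal in handled mice and 2.99% in non-handled mice, a difference of -0.588 percentage points with extraction method held constant (standard error 0.131, exact permutation p = 6.24e-05). Without the extraction term, the difference was that between the means of 2.49% and 2.99%, and it did not pass the test. The share of the lower 50% differed by -0.592 points with RNA from columns (n = 7 and 10, exact permutation p = 0.000823). With RNA from Trizol it differed by -0.579 points (n = 4 and 4, exact permutation p = 0.0571). The effects with columns and with Trizol did not differ past the threshold (interaction, permutation p = 0.964). The top 10% of probe sets held 73.8% in handled and 73.4% in non-handled mice. With extraction method held constant, the difference was 0.826 points and did not pass the test (exact permutation p = 0.0740). It was 0.380 points with columns (exact permutation p = 0.519) and 1.74 points with Trizol (n = 4 and 4, exact permutation p = 0.0286), with no difference between extraction methods past the threshold (interaction, permutation p = 0.153). The top 1% held 26.5% and 27.6%, a difference of -0.846 points that did not pass (exact permutation p = 0.310), with -1.77 points with columns (exact permutation p = 0.113) and 1.05 points with Trizol (n = 4 and 4, exact permutation p = 0.143). With 1 mouse left out, the top 1% differed by -1.07 points (without NH142) to -0.394 points (without NH162).

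The same probe sets were followed in all mice after each was assigned once to a family by its mean over the 25 arrays, 4338 to the low, 19410 to the middle and 21353 to the high family. By this assignment the low, middle and high families hold 9.62%, 43.0% and 47.3% of probe sets, unlike the areas of the curves fitted to each mouse. Because the high curve is the widest, 58 of its probe sets lie below the low family. Mean natural-log signal of the low family was lower in handled mice by a difference of -0.367 (exact permutation p = 0.000234), that of the middle family by -0.264 (exact permutation p = 9.18e-05) and that of the high family by -0.0336 (exact permutation p = 2.28e-05). Within columns these differences were -0.436, -0.316 and -0.0330, and within Trizol -0.226 (exact permutation p = 0.257), -0.159 (exact permutation p = 0.20) and -0.0346 (exact permutation p = 0.0286). The high family therefore rose over the low family by 0.333 natural logs (exact permutation p = 0.000466) and over the middle family by a fold of 1.26 (exact permutation p = 0.000209), and the middle family over the low family by 1.11 (exact permutation p = 0.00621). Relative to the high family, probe sets for bacterial sequences changed by -0.594 and those of olfactory, vomeronasal and bitter taste receptor genes by -0.442. Both fell by more than the low family, so the fall of the low family might be background rather than transcripts.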

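The change of a probe set in handled mice followed its expression level. In the lowest 10% of probe sets by mean log2 signal the median change was -0.54, with 3 probe sets higher and 273 lower of 4504 at an adjusted p under 0.05 from limma. In the highest 10% the median change was 0.06, with 677 higher and 279 lower. The 5 brightest genes did not pass the test on the deposited signal. Eef1a1, a translation elongation factor, had a log2 change of -0.13, Gpm6a, a neuronal membrane glycoprotein, of -0.03, Uqcrb and ND5, subunits of the respiratory chain, of 0.01 and 0.02, and Pfn2, an actin-binding profilin, of -0.03, with adjusted p from 0.386 to 0.973. For Eef1a1 and Uqcrb, 1 value each, of mouse NH162, was at the common ceiling of the signal.

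After quantile normalization, which gives every array the same distribution, the median change of all probe sets was 0.02. There were then 1316 probe sets higher and 1594 lower, 2910 in all, and 2600 of the 5185 probe sets called on the deposited signal were among them. In the lowest 10% of probe sets 20 were higher and 15 lower, and in the highest 10% 332 and 325. With each array scaled to the same mean and variance, 1719 were higher and 1850 lower, the median change of all was 0.03, and Eef1a1, Gpm6a and Pfn2 fell past the threshold, at -0.49, -0.39 and -0.39. Such scaling draws the brightest probe sets toward the array mean by more on arrays of larger variance, as those of handled mice mostly were. These falls can follow from the scaling itself, so they do not show lower transcript levels. The signs of Uqcrb and ND5 turned with this scaling, and those of Gpm6a and Pfn2 with quantile normalization.

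**Figure D4:**
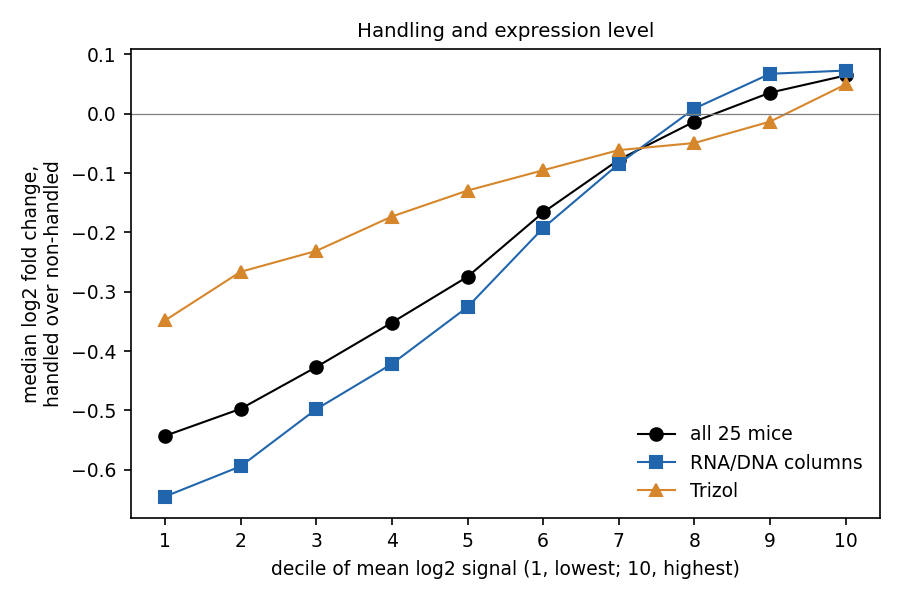
Median log2 fold change of probe sets in handled over non-handled mice (vertical axis) by decile of mean log2 signal (horizontal axis), for all 25 mice and within each RNA extraction method. The median rises from -0.54 in the lowest decile to 0.06 in the highest over all mice.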

Analysis of a human sample with RNAseq, however, demonstrated a range of log-transformed gene expression levels that was similar to the range of expression levels found using microarrays. The fact that both methods detect similar ranges of expression levels increases confidence in the accuracy our measurements.

At this point, the biological meaning of a skewing of gene expression levels is unclear. One interesting possibility is that skewing of gene expression levels is related to the level of cellular maturation in the brain regions that were examined. As cells differentiate and mature there is a tendency of gene expression to become more specialized and thus skewed towards genes that are important to a cell's specific function. The interrelationship between epigenetic factors and cellular maturation is well established within the field of oncology [34]. Within the field of neuroscience, the interrelationship between epigenetic factors and neuronal maturation and plasticity is increasingly recognized and studied. HDAC inhibitors can increase memory formation and synaptogenesis [24]–[27]. Removal of MECP2, a methylated DNA binding protein that is causally related to the autism spectrum disorder Rett Syndrome, leads to pronounced deficits in neuronal maturation and dendritic spine density and spine maturation [35], [36]. Again it can be argued that each of these effects is related to specific and not to global changes in gene expression levels. We cannot, at this point, rule out this possibility and, moreover, it is possible, that even in the context of the global changes that we find, only a limited number of genes are important for the differences in behavior that we observe. Even if it is true that only a few genes are relevant to the differences in behavior that we find, our results indicate, under the conditions studied, that the mechanism leading to the large-scale differences in gene expression is resulting in a previously unrecognized global level of change. We hope that the recognition of this global level of gene expression organization will encourage future studies to understand the potential functional relevance of the large-scale organization of gene expression levels to brain development, pathology, and treatment.

## Materials and Methods

### Animals

Female Balb c/J mice were used for open field activity and handling experiments. Mice were group housed and maintained on a 12-h/12-h light/dark cycle with food and water available ad libitum were used for all experiments. All animal protocols were reviewed and approved as meeting appropriate ethical standards by Columbia University's and New York State Psychiatric Institute's IACUC boards.

### Postnatal Handling

On postnatal days 1–14 pups were separated from mothers for 15 minutes each morning. Pups and mothers were placed in clean cages during this period and then returned to their original cages. For microarray array experiments (GSE11679) we used all 25 females from 11 litters (5 handled and 6 non-handled). There were a total of 11 handled females and 14 non-handled females. 4 animals (2 handled and 2 non-handled) were excluded from open-field behavioral analyses secondary to equipment malfunction on testing day 2.

### Open field behavior

Activity in an open field is quantified in four Plexiglas open field boxes 43×43 cm^2^ with two sets of 16 pulse-modulated infrared photobeams (MED Associates).

### Light-dark behavior

A light-dark partition (MED Associates) was inserted into an open field box. Because of high anxiety-like behavior we start Balb c/J mice in the dark arena and allow animals 30 minutes exploration time. Activity is quantified as above for open field in four Plexiglas open field boxes 43×43 cm^2^ with light-dark partitions dividing the arena equally in half.

### Composite Behavioral Score

Composite behavior represents average mean standardized scores across 5 open field behavioral measure (total ambulation, ambulation in center, percent ambulation in center, time in center, and entries into center) over multiple testing sessions. In the handling experiment, 4 animals (2 handled and 2 non-handled) were excluded from the calculation of behavioral scores secondary to equipment malfunction.

### Tissue collection

Whole hippocampus was removed from sacrificed animals and place in RNAlater. The CA1 region was micro-dissected from 500 micron vibratome slices and placed in RNAlater.

### Expression profiling

Total RNA was extracted using Qiagen RNA/DNA columns or Trizol, double round amplified, cleaned, and biotin-labeled, and fragmented using standard Affymetrix protocols. Labeled RNA was hybridized to an Affymetrix Mouuse 430_2.0 Array scanned on Affymetrix's GeneChip Scanner 3000 7G and reviewed for quality control.

### Digital Gene Expression (RNAseq)

One microgram of total RNA was used to create a Mme1 expression tag library for SOLiD sequencing. cDNA was synthesized on a solid support (Dynabead oligo (dT_25_)) using the Superscript cDNA synthesis kit (Invitrogen) and the mRNA direct kit (Invitrogen, ) according to manufacturers protocols. cDNA's were digested with NLA III to anchor the sequence tag to the 3′most NLA III site, after which a tagging adaptor containing an Mme1 recogniton site, and a SOLiD system PCR adaptor sequence, was ligated to the bead-attached cDNA. This allowed for the creation of a 20 bp sequence tag. A second PCR adaptor was ligated to the adaptor/tag. The final product was amplified with 11 cycles prior to emulsion PCR and sequencing on the SOLiD sequencing platform.

### Microarray data analysis

Affymetrix .cel files were imported into Affymetrix Expression Console version 1.1. Data was pre-processed and summarized using Microarray Analysis Suite (MAS) 5.0. MAS 5.0 is used for data processing because it lacks a distribution normalization step. RMA, Plier, and other commonly used processing methods introduce a quantile normalization step that may minimize biological differences in gene expression distribution patterns. Other labs have reported the benefits of using MAS 5.0 in global assessments of gene expression e.g. genetic co-regulatory networks [37].

### Microarray data deposition

Microarray data has been deposited in the Gene Expression Omnibus public repository (http://www.ncbi.nlm.nih.gov/geo/). The accession number for the high-low open field activity data set is GSE11680. The accession number for the handling experiment data set is GSE11679.

### Data sets

We analyzed microarray data sets GSE4034 and GSE4035 from the Gene Expression Omnibus public repository. Affymetrix .cel files were downloaded from this site and analyzed as described above. For validation of our technique we downloaded data from GSE5350 (Microarray Quality Control Project). For evaluation of distribution of gene expression in other species we downloaded GSE4135 (S. Cerviciae), GSE8004 (C. Elegans), and GSE8853 (H. Sapiens).

### Log-normal distributions

Log transformed data was standardized by dividing by the mean, and frequency was determined by distributing the data into 50 equally sized bins. 25 bins were used for intra-species comparisons and RNAseq because of a smaller number of probe sets on some microarray platform and a smaller number of unique tags using RNAseq compared to probe sets on the Mouse 430_2.0 microarray. Data is initially handfit to a distribution to obtain starting parameters with an error less than 10. Fit error is calculated as the variance standardized to the number of probe sets on a microarray. Best-fit parameters are then calculated using the Matlab Optimization Toolbox (The Mathworks, 2007). Three log-normal distributions visually appear to be the best fit. We calculated fit error for 1, 2, 3, and 4 Gaussian models and found that three Gaussians was the optimal fit. A four Gaussian model did not improve the fit (supplemental figure 1). Matlab .m files are available on request.

### Fold change in expression level of log-normal distributions

To calculate fold difference in relative expression levels of log-normal distributions, log scale differences are converted to linear fold differences. This is done by taking the natural exponent to the power of the difference between measures in the natural log scale. For instance, if the difference in the distance between high and low expression groups in handled vs. non-handled mice was 1, then the fold difference would be the natural exponent (2.718) taken to the power of 1, i.e. 2.718.

## Supporting Information

Figure S1 Stable behavioral differences are present in female Balb c/J mice over time and lighting conditions. Bar graph highlights composite behavioral scores on which groups were selected. Line graphs are shown for five open field measures (center ambulation, percent ambulation center, time in center, center entries, and total ambulation) over the course of five testing sessions on days 1, 3, 5, 33, and 35. Mice were obtained from Jackson. All mice were born on the same day. Testing began at approximately 8 weeks of age. Lighting conditions were varied between lights on (light - 200 lux) and lights off (dark). Animals were separated based on composite behavioral scores based on the average mean standardized behavioral scores for all measures and testing days. Figure demonstrates that animals separated by composite behavior are stably different in all open-field measures over time and lighting conditions, i.e. composite behavior is not biased toward a specific open-field measure.
(1.53 MB EPS) Click here for additional data file.

Figure S2 Stable behavioral differences are present in female Balb c/J mice subjected to postnatal handling. Line graphs are shown for five open field measures (center ambulation, percent ambulation center, time in center, center entries, and total ambulation) over the course of three testing sessions on days 1, 3, and 5. Testing began at approximately 8 weeks of age. Figure demonstrates that handled mice are significantly more exploratory by composite behavior and individual open-field measures. 4 mice (2 handled and 2 non-handled were excluded secondary to equipment malfunction on testing day 2.
(1.19 MB EPS) Click here for additional data file.

Figure S3 Behavioral differences in the light-dark paradigm are present in female Balb c/J mice subjected to postnatal handling. Bar graphs are shown for five open light-dark measures (light ambulation, percent ambulation light, time in light, light entries, and total ambulation). Testing was conducted at approximately 9 weeks of age. Figure demonstrates that handled mice are significantly more exploratory in the light but do not exhibit an overall increase in total ambulation.
(0.91 MB EPS) Click here for additional data file.

Figure S4 Outbreeding strategy used for selection on contextual fear. Figure demonstrates breeding strategy used by researchers from which microarray data sets were obtained via public repository [14]. An anxious strain, DBA or A/J, and a non-anxious strain,C57/B6 ,were crossed to obtain an F1 generation that was intercrossed to obtain F2. F2 was selected based on contextual freezing. The top and bottom approximately 10% were used to generate the next generation which was continued for 4–5 generations.
(1.14 MB EPS) Click here for additional data file.

Figure S5 Global genomic properties in hippocampus but not amygdala are associated with conditioned fear, open field exploration, elevated plus behaviors. Replicate experiment of that described in figure 4. Mice for these experiments were selected over multiple generations after an inter-strain cross of a high (DBA) and low (C57/B6) strain of mice. Using the same methods as the previous experiments we find that global gene expression patterns in the hippocampus but not amygdala are significantly different between high and low freezing mice. In this study low freezing mice were found to have increased exploratory behavior in the open-field similar to high exploratory and handled mice [14].
(1.30 MB EPS) Click here for additional data file.

Figure S6 Matlab curve fitting program works across a wide range of global gene expression patterns. Panel (a) shows the mouse from the handling experiment with the greatest overall variance, while panel (b) shows the mouse with the least variance. 

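The handled mouse H108, with RNA from columns, had the greatest variance of natural-log-transformed signal, 4.24, and the non-handled mouse NH144, with RNA from Trizol, the least, 2.85. The peaks of the high and low families were 3.87 natural logs apart in H108 and 2.79 apart in NH144. The next lowest variance was 2.88 in the non-handled mouse NH163, with RNA from columns. The low curve held 18.4% of probe sets in H108 and 12.4% in NH144.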

Panel (c) shows the overlap. Figure demonstrates that at the extremes curve fits are excellent. 

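With 3 curves, the residual sum of squares was 1.35% of that of 1 curve in the mouse with the greatest variance, H108, and 4.67% in the mouse with the least, NH144. The root mean square error was 0.0600% of probe sets per bin in H108 and 0.0793% in NH144. With 2 curves the residuals were 22.6% and 28.4%, and with 4 curves 1.16% and 3.99%.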

Similar fits were obtained for all intermediate distributions.
(0.73 MB EPS) Click here for additional data file.

## References

[1] Wong AH, Gottesman, Petronis A (2005). Phenotypic differences in genetically identical organisms: the epigenetic perspective.. Hum Mol Genet.

[2] Petronis A (2006). Epigenetics and twins: three variations on the theme.. Trends Genet.

[3] Kendler KS, Halberstadt LJ, Butera F, Myers J, Bouchard T (2007). The similiarity of facial expressions in response to emotion-inducing films in reared-apart twins.. Psychol Med.

[4] Bouchard TJ, Lykken DT, McGue M, Segal NL, Tellegen A (1990). Sources of human psychological differences: the Minnesota Study of Twins Reared Apart.. Science.

[5] Gartner K (1990). A third component causing random variability beside environment and genotype. A reason for the limited success of a 30 year long effort to standardize laboratory animals?. Lab Anim.

[6] Weaver IC, Szyf M, Meaney MJ (2002). From maternal care to gene expression: DNA methylation and the maternal programming of stress responses.. Endocr Res.

[7] Weaver IC, Champagne FA, Brown SE, Dymov S, Sharma S (2005). Reversal of maternal programming of stress responses in adult offspring through methyl supplementation: altering epigenetic marking later in life.. J Neurosci.

[8] Ueda HR, Hayashi S, Matsuyama S, Yomo T, Hashimoto S (2004). Universality and flexibility in gene expression from bacteria to human.. Proc Natl Acad Sci U S A.

[9] Kuznetsov VA, Knott GD, Bonner RF (2002). General statistics of stochastic process of gene expression in eukaryotic cells.. Genetics.

[10] Ray J, Hansen S (2005). Temperamental development in the rat: the first year.. Dev Psychobiol.

[11] Kazlauckas V, Schuh J, Dall'Igna OP, Pereira GS, Bonan CD (2005). Behavioral and cognitive profile of mice with high and low exploratory phenotypes.. Behav Brain Res.

[12] Meaney MJ, Mitchell JB, Aitken DH, Bhatnagar S, Bodnoff SR (1991). The effects of neonatal handling on the development of the adrenocortical response to stress: implications for neuropathology and cognitive deficits in later life.. Psychoneuroendocrinology.

[13] Liu D, Diorio J, Day JC, Francis DD, Meaney MJ (2000). Maternal care, hippocampal synaptogenesis and cognitive development in rats.. Nat Neurosci.

[14] Ponder CA, Kliethermes CL, Drew MR, Muller J, Das K (2007). Selection for contextual fear conditioning affects anxiety-like behaviors and gene expression.. Genes Brain Behav.

[15] Ponder CA, Huded CP, Munoz MB, Gulden FO, Gilliam TC (2008). Rapid selection response for contextual fear conditioning in a cross between C57BL/6J and A/J: behavioral, QTL and gene expression analysis.. Behav Genet.

[16] Bishop JO, Morton JG, Rosbash M, Richardson M (1974). Three abundance classes in HeLa cell messenger RNA.. Nature.

[17] Axel R, Feigelson P, Schutz G (1976). Analysis of the complexity and diversity of mRNA from chicken liver and oviduct.. Cell.

[18] Limpert E, Stahel W, Abbt M (2001). Log-normal distributions across the sciences: keys and clues.. Bioscence.

[19] Weaver IC, Meaney MJ, Szyf M (2006). Maternal care effects on the hippocampal transcriptome and anxiety-mediated behaviors in the offspring that are reversible in adulthood.. Proc Natl Acad Sci U S A.

[20] Weaver IC, Cervoni N, Champagne FA, D'Alessio AC, Sharma S (2004). Epigenetic programming by maternal behavior.. Nat Neurosci.

[21] Li B, Carey M, Workman JL (2007). The role of chromatin during transcription.. Cell.

[22] Shen S, Li J, Casaccia-Bonnefil P (2005). Histone modifications affect timing of oligodendrocyte progenitor differentiation in the developing rat brain.. J Cell Biol.

[23] Tao R, de Zoeten EF, Ozkaynak E, Chen C, Wang L (2007). Deacetylase inhibition promotes the generation and function of regulatory T cells.. Nat Med.

[24] Lattal KM, Barrett RM, Wood MA (2007). Systemic or intrahippocampal delivery of histone deacetylase inhibitors facilitates fear extinction.. Behav Neurosci.

[25] Fischer A, Sananbenesi F, Wang X, Dobbin M, Tsai LH (2007). Recovery of learning and memory is associated with chromatin remodelling.. Nature.

[26] Levenson JM, O'Riordan KJ, Brown KD, Trinh MA, Molfese DL (2004). Regulation of histone acetylation during memory formation in the hippocampus.. J Biol Chem.

[27] Vecsey CG, Hawk JD, Lattal KM, Stein JM, Fabian SA (2007). Histone deacetylase inhibitors enhance memory and synaptic plasticity via CREB:CBP-dependent transcriptional activation.. J Neurosci.

[28] Weaver IC, La Plante P, Weaver S, Parent A, Sharma S (2001). Early environmental regulation of hippocampal glucocorticoid receptor gene expression: characterization of intracellular mediators and potential genomic target sites.. Mol Cell Endocrinol.

[29] Weaver IC, Diorio J, Seckl JR, Szyf M, Meaney MJ (2004). Early environmental regulation of hippocampal glucocorticoid receptor gene expression: characterization of intracellular mediators and potential genomic target sites.. Ann N Y Acad Sci.

[30] Meaney MJ, Aitken DH, Bodnoff SR, Iny LJ, Tatarewicz JE (1985). Early postnatal handling alters glucocorticoid receptor concentrations in selected brain regions.. Behav Neurosci.

[31] Liu D, Diorio J, Tannenbaum B, Caldji C, Francis D (1997). Maternal care, hippocampal glucocorticoid receptors, and hypothalamic-pituitary-adrenal responses to stress.. Science.

[32] Tsankova N, Renthal W, Kumar A, Nestler EJ (2007). Epigenetic regulation in psychiatric disorders.. Nat Rev Neurosci.

[33] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq.. Nat Methods.

[34] Mulero-Navarro S, Esteller M (2008). Epigenetic biomarkers for human cancer: The time is now.. Crit Rev Oncol Hematol.

[35] Smrt RD, Eaves-Egenes J, Barkho BZ, Santistevan NJ, Zhao C (2007). Mecp2 deficiency leads to delayed maturation and altered gene expression in hippocampal neurons.. Neurobiol Dis.

[36] Zhou Z, Hong EJ, Cohen S, Zhao WN, Ho HY (2006). Brain-specific phosphorylation of MeCP2 regulates activity-dependent Bdnf transcription, dendritic growth, and spine maturation.. Neuron.

[37] Lim WK, Wang K, Lefebvre C, Califano A (2007). Comparative analysis of microarray normalization procedures: effects on reverse engineering gene networks.. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

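The samples were CA1 tissue from 11 handled and 14 non-handled mice of the handling experiment, 1 Affymetrix Mouse 430_2.0 array per mouse. The authors made the deposited intensity values with the MAS 5.0 algorithm in Affymetrix Expression Console 1.1, as linear signal with each array scaled by a single factor and no distribution normalization. Extraction with RNA/DNA columns or Trizol was read for each mouse from the extraction text of the sample labels, which names positions in the series' list of samples. All 25 arrays were used, and no column of the table was left out. Of 45101 probe sets, 64 control probe sets were left out of the tests of single probe sets, which leaves 45037. Depth is 1 value per probe set and mouse, so precision comes from the number of mice and is given as SD or standard error. No array stood apart by the rule set for arrays: the lowest mean correlation with the other arrays was 0.848 and the limit was 0.823.

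Measures per array were computed from all 45101 probe sets with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. They were the variance of natural-log signal, the least-squares fit of 1 to 4 normal curves to a histogram of 50 bins of the natural log of signal over the array mean, the power law exponent and the shares of summed signal by rank within the array. The phrase of the paper about dividing by the mean was read as division of signal by the array's mean before the log. Families of probe sets were assigned once from the curves fitted to each probe set's mean over all arrays. Effects come from linear fits with handling and extraction as terms, tested two-sided by all reassignments of handling within extraction method, or of extraction method within handling. Interactions and fits with covariates were tested by 100000 permutations of residuals. Single probe sets were tested two-sided on log2 signal with limma 3.58.1 in R 4.3.3, with a trended prior and handling and extraction as terms, at a Benjamini-Hochberg adjusted p under 0.05 over the 45037 probe sets. On simulated data made from the arrays with 200 changed probe sets, 40% of changes of log2 0.5 and 85% of changes of log2 1 were recovered, and 7 of 132 calls were false. Figures were drawn with matplotlib 3.10.9.

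Probe sets were named from the platform's annotation, of which 34958 have 1 gene, 932 several and 9211 none. For 34754 probe sets the symbol was updated through its gene identifier. For lists and counts of genes, 1 probe set per gene was taken by highest mean signal, for 18194 genes. The genes named are Nr3c1, which the paper names, the 10 largest rises and 10 largest falls among called probe sets in the upper 50% of mean signal with the same direction under both extraction methods, members of the gene lists and the 5 brightest genes. The rule allowed up to 4 members per list, and the limit to the 2 with the smallest p, or 4 where the list was called, was chosen after the data were seen. The 27 lists were tested with camera with a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Lists, the tests of the design and alternatives were fixed before the data were examined, apart from those named as chosen later. The design set no test of the power law exponent, and its test between the groups and the alternatives to it were added after the data were seen. Also not part of the design were the tests of the shares of probe sets held by each curve, of the variance between and within curves, of peak distances within or between extraction methods and their interactions, of signal shares and family means within each extraction method with the interactions of the shares, and of the 3' to 5' ratios. For each count of calls, 100 splits of the mice with the same group sizes, the real one included, were compared.

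Alternatives were quantile normalization, arrays scaled to the same mean and variance, an offset of 36.3 before the log, other bins and mixture fits, fits without the extraction term, with array weights, with RNA quality covariates, within each extraction method, and with each mouse left out. The open-field and fear conditioning measures of these mice and the other arrays of the paper were not analysed here.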

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

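The tests of the bacterial control probe sets and of the trend along mouse numbers were chosen after the higher variance in handled mice had been seen, and the sizes of the calls lost after quantile normalization and the counts of probe sets without overlap and of those that can bind several genes were not part of the design.

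The higher variance of natural-log signal in handled mice was weighed against technical explanations. A wider dynamic range of the arrays would need a Cre minus BioB distance larger by 0.258 natural logs, and the upper 95% limit of the difference was 0.0769, below 0.129, the limit set for this explanation. With the 3' to 5' ratios of Gapdh and Actb as covariates the variance effect was 0.503, so RNA quality measured in this way does not account for it. Nonspecific signal could be lower in handled mice: probe sets of 74 olfactory, vomeronasal and bitter taste receptor genes changed by -0.442 relative to the high family (95% limits -0.624 to -0.260), and 27 probe sets for bacterial sequences by -0.594 (-0.796 to -0.392). The low family fell by less, -0.333, so its fall might be background rather than transcripts, while a trend along mouse numbers cannot be told apart from handling in general: rho was -0.152 in 10 non-handled column mice (permutation p = 0.681), -1 in 7 handled column mice (exact p = 0.000397), 0.20 in 4 handled Trizol mice (exact p = 0.917) and 0.80 in 4 non-handled Trizol mice (exact p = 0.333).

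The number of probe sets that differ was weighed against chance and against the global change. The real split was the only 1 of 100 with as many calls for handling (5185, highest other 49), for extraction method (17930, highest other 1) and for the interaction (23, highest other 8). For the gene lists, 49 of 100 splits called at least the real number of 3 (highest other 9), so the called lists could be due to chance. After quantile normalization 50.1% of the calls remained and with arrays scaled to the same mean and variance 48.3%, on either side of the limit of 50% set for this explanation, so the global change alone does not account for the calls that remained. The 2585 calls lost after quantile normalization kept their direction, with a median absolute log2 change of 0.92 before and 0.64 after (median standard error 0.27 and 0.26), and whether the global change accounts for them stays open.

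The largest falls in handled mice were weighed against a change in the transcripts of the genes that the probe sets are named for. Other probe sets of 8 of the 10 genes showed a median share of -0.0194 of the fall (95% limits -0.0938 to 0.0861), so a change shared by the transcripts of a gene does not account for it, and a change of 1 transcript variant or 3' end stays open. Of the 48 called falls of at least 2 log2 units in the upper 50% of mean signal, 20.8% were of the type that can bind several genes, against 5.42% of all probe sets, and neither a common bound sequence nor a variant was tested. In the column group 510 probe sets were lower in every handled than in every non-handled mouse and 226 higher, and chance gives this for 0.0103% of probe sets, both directions together.

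The handling effect differed between columns and Trizol, as columns minus Trizol in log2 units, for Pik3cd (-3.82), Fen1 (-3.87), Sema6c (-2.50), Hdac11 (-1.82), Ndufv2 (-1.05) and Fa2h (1.02). The differences for Pik3cd and Fen1 are lower limits in size, because non-handled column values reached the common ceiling of the signal. For Pik3cd, Fen1, Sema6c and Hdac11 the Trizol mouse H113, whose number lies among those of the handled column mice, was within the range of those mice (10.61, 10.35, 8.17 and 10.66), and H126, H130 and H131 were above it, so extraction method and mouse number or litter cannot be told apart for these probe sets. For Fa2h, H113 was at 9.75 and the handled column mice at 10.66 or more.

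In 400 groups of values tested, 40 values of single mice stood apart, where chance gives about 1 in 20, and 7 of them were in the 56 groups of measures per array. Within groups of the same handling and extraction method, mouse H113 had the narrowest low curve (0.602), H108 and NH144 the narrowest high curve (1.79 and 1.66), and H123 the highest share of signal in the top 1% (29.6%). Also within these groups, mouse NH144 had the highest share of signal in the lower 50% (4.40%), H123 the highest mean natural-log signal of the low family (2.21) and H131 the lowest of the high family (6.39).

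In log2 signal, mouse H113 was lowest of the handled Trizol mice for Pik3cd (10.61), Fen1 (10.35), Ppp1r13l (6.20), Gria3 (12.44) and Hdac11 (10.66). In the same group H130 was highest for Nr3c1 (11.72) and Man1a (13.31), and H126 highest for Sox10 (8.37) and lowest for Ogn (2.64). Among handled column mice, H108 was lowest for Fen1 (9.87) and Nrgn (9.90), H109 for 1700003E16Rik (5.16), H110 for Adcyap1 (3.41), H118 for Polr3k (10.12), H123 for Hbb-b2 (3.05) and H116 for Gabra4 (11.45), Gria3 (11.53) and Lef1 (3.81). Highest in that group were H123 for Eef1a1 (15.71), Gpm6a (15.56) and Pfn2 (15.58), and H117 for Gpr161 (11.39) and Cldn5 (10.76). Among non-handled column mice, NH163 was lowest for Fen1 (14.22), NH142 for ND5 (15.06) and C1qc (9.09), and NH162 for P2ry12 (9.69), Rora (8.53) and Dnaja1 (13.42), while NH162 was highest for Pvalb (12.19) and Fa2h (10.06). Among non-handled Trizol mice, NH138 was highest for Hdac11 (13.51) and NH144 for Rpl39 (9.60).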

How the results depend on the processing

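The linear model p for handling and for extraction method, the alternatives for the power law exponent between groups, and camera with an estimated correlation after quantile normalization were chosen after the results were seen; all other alternatives below were set before. The cause of a change was not tested. Scaling to the same mean and variance draws bright probe sets toward the array mean by more on arrays of larger variance. Those were mostly arrays of handled mice, so falls of bright genes with scaling can follow from the scaling itself.

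The handling effect on variance over all mice stayed past the threshold in every alternative. Within Trizol its fold was 1.05 with the offset (exact p = 0.0571), 1.16 with values divided by the array's mean log (exact p = 0.0571), 1.10 for the squared median absolute deviation (exact p = 0.286) and 1.12 with 1 probe set per gene (exact p = 0.0571). With single mice left out it ran from 1.08 (without H131) to 1.14 (without H130), exact p from 0.0286 to 0.171. It did not pass without H131 (1.08), NH138 (1.12), NH144 (1.08), NH146 (1.12) or NH147 (1.12). The fold of columns over Trizol turned to 0.908 in the lower 50% of probe sets (exact p = 8.78e-05) and was 1.11 with RNA quality covariates (permutation p = 0.0524). The interaction turned to -0.000326 in the upper and -0.0175 in the lower 50% of probe sets (permutation p = 0.995 and 0.755).

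With the offset, the folds of the peak distances turned to 0.684 for high over low, 0.718 for high over middle and 0.952 for middle over low. The offset exceeds the geometric mean signal of the low family, 10.6, so these curves may not be the same families. High over middle was 1.30 without the extraction term (permutation p = 0.0504). The width difference of the low curve was 0.0543 with the mixture fit (exact p = 0.00630) and 0.0107 with values divided by the mean log (exact p = 0.0266), and was not fitted with the offset. That of the middle curve was -0.0996 with the offset, 0.00114 with 100 bins and 0.00334 with values divided by the mean log, and ran from -0.00745 (without NH162) to 0.00242 (without H123). That of the high curve was 0.0353 with the mixture fit (exact p = 0.0600). The share of signal in the lower 50% differed by -0.498 points without the extraction term (permutation p = 0.0683). For the top 10% the difference ran from 0.640 (without NH144) to 1.04 (without NH162), exact p from 0.00790 to 0.143, and passed without H117 (0.955), NH162 (1.04) or NH166 (0.917).

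The median residual, in percent of that of 1 curve, was 77.9 for 2 curves with the offset. For 3 curves it was 1.02 with 25 bins, 4.45 with 100 bins and 14.2 with the offset, and for 4 curves 0.426, 3.73 and 9.93. The median power law exponent was 1.98 from the array mean upward and 1.89 by maximum likelihood. Between groups it differed by -0.0228 from the array mean upward (exact p = 0.279).

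Probe sets differing with handling numbered 2910 after quantile normalization, 2301 without the extraction term, 0 with limma in Trizol only (2870 unadjusted) and 8446 at adjusted p under 0.1, and from 3568 (without H109) to 5904 (without NH142) with 1 mouse left out. Those differing with extraction numbered 11288 with RNA quality covariates. Interactions numbered 13 after quantile normalization, 11 with arrays scaled to the same mean and variance, 3 without a trended prior and 41 at adjusted p under 0.1, and from 7 (without H130) to 61 (without H113).

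Of 27 gene lists, 1 was called with an estimated correlation, none with an estimated correlation after quantile normalization (adjusted p = 0.192, 0.522 and 0.853 for glutamate receptors, GABA-A receptor subunits and oligodendrocytes), 7 in columns only and 1 with the mean of all probe sets of a gene. Directions of these lists turned, with adjusted p: glucocorticoid and stress axis with fry (0.203), after quantile normalization (0.987), in Trizol only (0.753) and with the mean of probe sets (0.913); serotonin receptors with the mean of probe sets (0.946); synaptic proteins after quantile normalization (0.987) and scaling (0.303). Neurotrophins and immediate early genes turned in columns only (0.813 and 0.532), and chromatin enzymes with fry (0.459) and in Trizol only (0.370). Immature neurons, mature neurons and blood cells turned with scaling (0.940, 0.335 and 0.940) and in Trizol only (0.973, 0.973 and 0.976), and blood cells after quantile normalization (0.987). With an estimated correlation after quantile normalization, the glucocorticoid axis, synaptic proteins, astrocytes and blood cells turned (0.992 each). CA1 pyramidal cells turned with scaling (0.306), CA3 and CA2 cells with fry (0.463), in columns only (0.805) and with the mean of probe sets (0.541), and dentate granule cells in Trizol only (0.370). Astrocytes turned with fry (0.636), after quantile normalization (0.936), with scaling (0.0156), in columns only (0.746) and without the extraction term (0.986). Meninges turned with fry (0.660) and in Trizol only (0.973), heat shock with scaling (0.306) and in Trizol only (0.863), and interferon genes with fry (0.236), in columns only (0.934) and without the extraction term (0.986). Ribosomal proteins and oxidative phosphorylation turned in Trizol only (0.0571 and 0.0812).

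Of 86 named genes, 66 were called. Of these, 46 were also called after quantile normalization, 45 with arrays scaled to the same mean and variance, 66 with array weights, 36 without the extraction term, 50 with RNA quality covariates and 49 whichever mouse was left out. None was called in Trizol only. Signs of log2 changes turned in 17 of 937 comparisons. In Trizol only these were Eef1a1 (0.0720), Gpm6a (0.16), Pfn2 (0.17), Stxbp6 (-0.14) and S100b (0.00252). After quantile normalization they were Gpm6a (0.0819) and Pfn2 (0.0635), and with scaling Uqcrb (-0.36), ND5 (-0.34), Map2 (-0.0410), Dnaja1 (-0.0803) and Hsp90aa1 (-0.11). Uqcrb and ND5 also turned without the extraction term (-0.0232 and -0.00728) and in columns only (-0.0535 and -0.11), and Uqcrb with RNA quality covariates (-0.000728). With 1 mouse left out, Gpm6a ran from -0.0652 to 0.00157 and Pfn2 from -0.0664 to 0.00430 (lowest without H126, highest without NH162), Uqcrb from -0.0270 (without H126) to 0.0437 (without NH162) and ND5 from -0.0180 (without NH138) to 0.0479 (without NH162).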

Differences from the paper's values

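The linear model p below was chosen after the results were seen, and the test of a peak distance within Trizol was not part of the design. The paper gives a p below 0.0001 for the effect of RNA processing on variance, and the exact permutation test gave p = 0.000248. The value was below or rounded to that bound with the offset before the log (1.21e-05), with values divided by the mean log (5.45e-05), for the squared median absolute deviation (0.000115) and in the upper (3.03e-06) or lower (8.78e-05) 50% of probe sets. It was above the bound without control probe sets (0.000248), with 1 probe set per gene (0.00267), without a handling term (0.0111), with RNA quality covariates (0.0524) and with the linear model p (0.000159).

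The paper states that an additional curve does not improve the fit. On a measure other than the paper's fit error, the median residual was 1.76% of that of 1 curve with 4 curves and 2.76% with 3. The paper writes of handling effects with either RNA extraction method, and within Trizol the distance of high over middle did not pass the test (fold 1.13, n = 4 and 4, exact permutation p = 0.143).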

Other observations

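Camera with an estimated correlation after quantile normalization was chosen after the results were seen, and the other tests in this part were set before. The paper writes of maturation, and markers of immature and mature neurons did not move as lists over all mice. Changes of single genes are given on the log2 scale relative to the median change of all probe sets, with adjusted p from limma for the change as deposited. That median was -0.15, against -0.54 in the lowest decile of mean signal and 0.06 in the highest. Against probe sets of like signal, rises of bright genes are therefore smaller than the relative values, and falls larger. For dim genes the reverse holds. Of 14 genes of immature neurons, 1 rose and 2 fell (2 and 2 when adjusted over the list alone), among them Nes, an intermediate filament of neural progenitors (-0.91, adjusted p = 0.0114), and Neurod4, a neurogenic transcription factor (-1.63, adjusted p = 0.0175), and both no longer passed after quantile normalization, where the deposited log2 changes went from -1.05 to -0.89 (standard errors 0.27 and 0.28) and from -1.77 to -1.40 (0.49 and 0.46). Of 14 genes of mature neurons, 2 rose and 1 fell (4 and 1 when adjusted over the list alone), among them Map2, a dendritic microtubule protein (0.38, adjusted p = 0.0276), whose change turned negative when arrays were scaled to the same mean and variance, and Vsnl1, a neuronal calcium sensor (0.43, adjusted p = 0.0482). Camera gave adjusted p = 0.420 and 0.176 for these lists, and the mature neuron list was called higher in columns only (adjusted p = 0.0302) and turned in Trizol only (adjusted p = 0.973), with adjusted p = 0.663 over all mice with an estimated correlation.

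Other neuron types were also little changed as lists. Of 13 interneuron genes, 2 rose and 1 fell (2 and 1 when adjusted over the list alone): Gad2, which makes GABA, rose (1.01, adjusted p = 0.000320) and Pvalb, a calcium buffer of fast-spiking cells, fell (-0.17, adjusted p = 0.0401). Of 11 genes of CA1 pyramidal cells, 1 rose, Gpr161, an orphan receptor (0.46, adjusted p = 0.0439), and none fell (2 and 1 when adjusted over the list alone), while Man1a, a mannosidase, did not pass (0.35, adjusted p = 0.0746). Another probe set of Man1a was higher past the threshold, with a log2 change of 0.29. Of 11 genes of CA3 and CA2 cells, Rgs14, a regulator of CA2 plasticity, fell (-0.15, adjusted p = 0.0299) and none rose (0 and 1 when adjusted over the list alone), and Coch, a secreted protein, did not pass (-0.40, adjusted p = 0.0881). None of 12 dentate granule cell genes passed, or passed when adjusted over the list alone, with Stxbp6, a syntaxin-binding protein, at 0.42 and Lct, lactase, at -0.14. Of 10 thalamus genes, Rora, a nuclear receptor, rose (0.45, adjusted p = 0.0440) and none fell (1 and 0 when adjusted over the list alone), and Lef1, a Wnt transcription factor, did not pass (-0.51). Camera gave adjusted p = 0.342 for interneurons and dentate granule cells, 0.378 for CA1, 0.920 for CA3 and CA2 and 0.420 for thalamus.

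Of 14 astrocyte genes, Aqp4, a water channel, rose (0.47, adjusted p = 0.0195) and none fell (1 and 0 when adjusted over the list alone), and S100b, a calcium-binding protein, did not pass (-0.13). Of 8 genes of oligodendrocyte precursors, Pdgfra, a growth factor receptor, rose (0.44, adjusted p = 0.0454) and Sox10, a transcription factor of the lineage, fell (-0.59, adjusted p = 0.00753), the same when adjusted over the list alone (1 and 1). Of 15 microglia genes, P2ry12, a purine receptor, rose (0.39, adjusted p = 0.0361) and C1qc, a complement component, fell (-0.23, adjusted p = 0.0101), with 1 and 3 when adjusted over the list alone. Of 14 genes of endothelial cells and pericytes, 3 fell, among them Cldn5, of tight junctions (-0.34, adjusted p = 0.00549), and Kdr, a VEGF receptor (-0.29, adjusted p = 0.0148), and none rose (0 and 3 when adjusted over the list alone). Of 12 choroid plexus genes, Clic6, a chloride channel protein (-0.48, adjusted p = 0.0154), and Folr1, a folate receptor (-0.71, adjusted p = 0.0232), fell and none rose (0 and 3 when adjusted over the list alone), and both no longer passed after quantile normalization, where log2 changes went from -0.63 to -0.47 (standard errors 0.17 and 0.16) and from -0.86 to -0.57 (0.25 and 0.24). Fry called this list lower (adjusted p = 0.00321) and camera did not (adjusted p = 0.376). Of 10 genes of meninges and fibroblasts, Igf2, a growth factor, fell (-0.74, adjusted p = 0.00702) and none rose (0 and 1 when adjusted over the list alone), and Ogn, a matrix proteoglycan, did not pass (-0.91). None of 7 blood cell genes passed, or passed when adjusted over the list alone, with Hbb-b2, a hemoglobin chain, at -1.03 and S100a9, of neutrophils, at -0.81. Camera gave adjusted p from 0.376 to 0.900 for these cell types. The calls of Vsnl1, Pvalb, Gpr161, Rgs14, Rora, Pdgfra, P2ry12 and Irf1 were lost with single mice left out, for 5 to 16 choices of mouse each, and that of Map2 without H109. After quantile normalization the rises of Map2, Vsnl1, Gpr161, Rora, Aqp4, Pdgfra and P2ry12 no longer passed (adjusted p from 0.0573 to 0.107 from limma). Their log2 changes stayed positive, from 0.22 to 0.29.

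Of 82 genes of oxidative phosphorylation, 5 fell and none rose (0 and 2 when adjusted over the list alone), among them Ndufv2, a subunit of complex I (-0.86, adjusted p = 2.42e-06), of which no other probe set passed, and Cox8c, of cytochrome c oxidase (-0.41, adjusted p = 0.0102). Camera called this list lower after quantile normalization (adjusted p = 0.00344), when arrays were scaled to the same mean and variance (adjusted p = 1.96e-14) and in columns only (adjusted p = 0.00859), and not on the deposited signal over all mice (adjusted p = 0.184) or with an estimated correlation (adjusted p = 0.933, and 0.853 after quantile normalization). The call with scaling cannot decide whether this list fell, because scaling by itself lowers bright genes in arrays of larger variance. Of 49 cytosolic ribosomal protein genes, 1 rose and 3 fell (1 and 2 when adjusted over the list alone), among them Rpl27 (-0.52, adjusted p = 0.000892) and Rpl39 (-0.31, adjusted p = 0.0144), both of the large subunit. Of 21 genes of interferon response and antigen presentation, Ifit1, an antiviral protein (-1.05, adjusted p = 0.0129), and Irf1, a transcription factor (-0.21, adjusted p = 0.0447), fell and none rose (0 and 2 when adjusted over the list alone), and both no longer passed after quantile normalization, where log2 changes went from -1.20 to -0.88 (standard errors 0.32 and 0.31) and from -0.36 to -0.28 (0.12 and 0.12). None of 13 heat shock genes passed, or passed when adjusted over the list alone, with the chaperones Dnaja1 at 0.35 and Hsp90aa1 at 0.31, whose changes turned negative when arrays were scaled to the same mean and variance. Camera gave adjusted p = 0.281 for ribosomal proteins, 0.920 for interferon genes and 0.258 for heat shock. Ribosomal proteins were called lower with scaling (adjusted p = 2.47e-08) and in columns only (adjusted p = 0.0274), and heat shock genes higher in columns only (adjusted p = 0.0343), while an estimated correlation gave adjusted p = 0.933 for ribosomal proteins (0.855 after quantile normalization) and 0.663 for heat shock. The call of ribosomal proteins with scaling has the same limit as that of oxidative phosphorylation. The median change was negative and the direction of camera positive for astrocytes, CA1 cells, CA3 and CA2 cells, interferon genes, chromatin enzymes and the glucocorticoid axis.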
